# Sex-Dependent Changes in miRNA Expression in the Bed Nucleus of the Stria Terminalis Following Stress

**DOI:** 10.3389/fnmol.2019.00236

**Published:** 2019-10-04

**Authors:** Maria Mavrikaki, Lorena Pantano, David Potter, Maximilian A. Rogers-Grazado, Eleni Anastasiadou, Frank J. Slack, Sami S. Amr, Kerry J. Ressler, Nikolaos P. Daskalakis, Elena Chartoff

**Keywords:** miRNAs, stress, social isolation, small RNA sequencing, BNST, sex differences

## Abstract

Anxiety disorders disproportionately affect women compared to men, which may arise from sex differences in stress responses. MiRNAs are small non-coding RNAs known to regulate gene expression through actions on mRNAs. MiRNAs are regulated, in part, by factors such as stress and gonadal sex, and they have been implicated in the pathophysiology of multiple psychiatric disorders. Here, we assessed putative sex differences in miRNA expression in the bed nucleus of the stria terminalis (BNST) – a sexually dimorphic brain region implicated in anxiety – of adult male and female rats that had been exposed to social isolation (SI) stress throughout adolescence. To assess the translational utility of our results, we assessed if childhood trauma in humans resulted in changes in blood miRNA expression that are similar to those observed in rats. Male and female Sprague-Dawley rats underwent SI during adolescence or remained group housed (GH) and were tested for anxiety-like behavior in the elevated plus maze as adults. Small RNA sequencing was performed on tissue extracted from the BNST. Furthermore, we re-analyzed an already available small RNA sequencing data set from the Grady Trauma Project (GTP) from men and women to identify circulating miRNAs that are associated with childhood trauma exposure. Our results indicated that there were greater anxiogenic-like effects and changes in BNST miRNA expression in SI versus GH females compared to SI versus GH males. In addition, we found nine miRNAs that were regulated in both the BNST from SI compared to GH rats and in blood samples from humans exposed to childhood trauma. These studies emphasize the utility of rodent models in studying neurobiological mechanisms underlying psychiatric disorders and suggest that rodent models could be used to identify novel sex-specific pharmacotherapies for anxiety disorders.

## Introduction

Early life stressors, particularly at vulnerable developmental periods such as adolescence or childhood, increase the risk for psychiatric disorders in adulthood (Chapman et al., 2004; Gillespie et al., 2009; Khoury et al., 2010; Mehta et al., 2013). Women are twice as likely as men to be diagnosed with mood disorders (Kessler, 2003). Gender differences in the prevalence of mood disorders are first evident in adolescence (Weintraub et al., 2010), raising the possibility that there are biologically and developmentally based sex differences underlying those disorders.

Adolescent girls report much higher levels of stress associated with negative interpersonal contexts than boys (Hankin et al., 2007). Previous research demonstrated sex-specific effects of adolescent social isolation (SI) on adult stress reactivity, with adult female rats demonstrating more robust adrenal responses to acute and chronic stress compared to corresponding males (Weintraub et al., 2010). Thus, adolescent SI is a translationally relevant stressor that can induce long-term and sex-specific changes in stress reactivity and behavior.

MicroRNAs (miRNAs) are small (∼22 nucleotides; nts) non-coding RNAs that inhibit gene expression (Im and Kenny, 2012; Anastasiadou et al., 2018). Mature miRNAs are processed from genes via a cascade of events that include the enzymes DROSHA and DICER, which act sequentially to convert pri-miRNAs to mature miRNAs (Im and Kenny, 2012). A single miRNA can regulate the expression of hundreds of genes and can itself be regulated by stress and gonadal sex (Sharma and Eghbali, 2014; Pfau et al., 2016). However, there is limited research on stress-regulated miRNAs and miRNA variants that demonstrate sex-specific changes. Nonetheless, some isomiRs, which are miRNAs that vary by one or more nucleotides from the reference miRNA sequence (Tan et al., 2014), have been shown to be differentially expressed in males and females (Guo et al., 2016), but little is known about their regulation or function. As such, it is possible that both stress and sex can differentially induce the expression of both reference miRNAs and isomiRs. The nucleotide differences in isomiRs allow for a range of binding affinities to, or differential selectivity for, mRNAs, which could result in a range of effects on gene expression. IsomiRs can be quantified by next generation sequencing (NGS) (Rubio et al., 2018).

The bed nucleus of the stria terminalis (BNST), part of the extended amygdala, is one of the most complex structures in the central nervous system (Daniel and Rainnie, 2016) and is a sexually dimorphic area that expresses both estrogen and androgen receptors (Lebow and Chen, 2016). The BNST integrates information from stress and reward systems (Doura and Unterwald, 2016; Faria et al., 2016). Previous research demonstrated that activation of the anterodorsal BNST (adBNST) decreases anxiety-like behavior, whereas activation of the oval nucleus of the BNST [part of the adBNST] increases anxiety-like behavior (Kim et al., 2013). The adBNST has high expression levels of corticotropin-releasing factor (CRF) and CRF receptors (Dong et al., 2001), which is essential for stress responses (Erb and Stewart, 1999). To our knowledge, the interaction between sex and adolescent stress on miRNA expression in the adBNST is unknown. Thus, we decided to focus on adBNST as it is an understudied area involved in stress response and demonstrates a sexually dimorphic profile. The present study focused on how stressful (SI) versus non-stressful (group housed, GH) housing conditions during adolescence impacted miRNA expression in the adBNST in early adulthood.

Rodent studies are widely used to assess molecular mechanisms underlying neuropsychiatric disorders; however, there is a need to develop better validated and more useful animal models (Nestler and Hyman, 2010). To achieve this goal, it is essential to compare rodent findings to human data in order to assess their translational utility. In this study, we assessed miRNA expression in the adBNST following SI in rats and we aimed to compare those data to a human stress-related already existing miRNA data set. In addition to the brain and other organs, miRNAs can also be detected in circulating biological fluids such as blood (i.e., circulating miRNAs). Under healthy conditions, miRNA expression profiles remain stable in circulating biological fluids, but can significantly change in response to pathological conditions such as prolonged or severe stress (Chen et al., 2008; Dwivedi, 2014; Grasso et al., 2014). Thus, recent research suggests that miRNAs can not only be used as therapeutic targets, but also as non-invasive diagnostic and predictive biomarkers, which is highly impactful given the ethical and practical limitations in obtaining human brain tissue (Glinge et al., 2017). Given the limitations of research using human brain tissues, it is not surprising that miRNA expression profile in the BNST has not been assessed following SI stress. Although stressful events are not always traumatic, traumatic experiences are always stressful (Willard et al., 2016). Previous research from our group assessed miRNA expression in whole blood in individuals that experienced childhood trauma (Wingo et al., 2015). Blood gene expression may not necessarily map to parallel alterations in the brain itself, although our team findings from animal models of post-traumatic stress disorder (PTSD) have shown convergence between brain and blood gene expression signatures associated with individual differences in the behavioral response to stress at the level of upstream regulators and pathways (Daskalakis et al., 2014; Lori et al., 2018). Here, we re-analyzed a previously published small RNA sequencing data set from men and women (Wingo et al., 2015) to identify circulating miRNAs associated with childhood trauma exposure that overlap with adBNST miRNAs associated with adolescent SI.

In this study, we hypothesized that adolescent SI would produce a more robust anxiogenic phenotype compared to GH conditions in adult females than in males, and increased anxiety would be accompanied by sex-specific changes in miRNA expression in the adBNST. We also hypothesized that childhood trauma experience in humans would induce changes in blood miRNA expression that are similar to those observed in the anxiety-related adBNST in rats (Daskalakis et al., 2018). These studies are important because they probe novel molecular consequences of adolescent social conditions that might lead to improved understanding and development of sex-specific treatments for stress-related disorders.

## Materials and Methods

### Animals

Timed-pregnant female Sprague-Dawley rats (gestation day 15) were purchased from Charles River Laboratories (Wilmington, MA, United States) based on previously published work (Brenhouse et al., 2009; Holland et al., 2014). Once the pregnant dams arrived, they had an additional 7 days to habituate to the animal colony before giving birth. Although we appreciate that shipment of the pregnant dams can be a stressor, no differences in average litter size (9–12 pups), sex ratio, or weight/health of the pups were noticed in the offspring. After birth, male and female pups were weaned on postnatal day 21 (PD 21) and housed either singly (socially isolated; SI) or in groups of three same-sex littermates (GH; controls). Males and females were housed separately in the same rat colony room, which is on a 12-h light–dark cycle (lights on 7:00 am). All experiments were conducted during the light phase. Rats were treated according to the guidelines recommended by the Animal Care and Use Committee of McLean Hospital and by the National Institutes of Health guide for the care and use of Laboratory animals.

### Elevated Plus Maze

After weaning (PD 21), SI and GH rats were maintained under these housing conditions for 6 weeks, as in Butler et al. (2014) and were tested for anxiety-like behavior using the elevated plus maze (EPM) when they reached adulthood (9 weeks old). The EPM was performed as in Knoll et al. (2007). Rats were transported to a holding room with dim white light (LED A19 lamp, 40 W) 1 h before testing. The maze was elevated 85 cm from the ground and consisted of two opposing open arms and two opposing closed arms (40 cm wall height). Rats were placed into the maze facing an open arm (for consistency) and the 5-min sessions were digitally captured by a camera (EverFocus Polestar II, EQ 610) mounted to the ceiling. Digital recordings were analyzed by a viewer blinded to treatment conditions for time spent in open and closed arms, as well as number of entries into open and closed arms. The maze was cleaned thoroughly with 70% ethanol between rats to avoid odors influencing behavior – particularly between males and females. The experiment was performed under red light (between 12:00 amd 3:30 pm) and in the presence of low volume white noise (60 dB). After testing, rats remained in the holding room (range: 1–4 h) until the last rat was tested. The testing order of the rats was randomized by treatment group so that each treatment group contained rats that remained in the holding room for times that spanned the 1–4 h. Rats were then transferred to a different procedure room a few minutes before they were killed for tissue extraction.

### Tissue Collection and RNA Extraction

Rats were exposed to CO_2_ for 10 s prior to rapid decapitation 1–4 h after completion of the EPM test (time of death was between 3:00 and 5:00 pm). Trunk blood was collected in 15 ml BD Vacutainer PPT plasma preparation tube (BD Biosciences) to assess estradiol levels in female rats (see the Supplementary Material) and brains were snap-frozen in isopentane on dry-ice and then stored at −80°C until use. The adBNST was punched from frozen brains as described in Chartoff et al. (2016). Briefly, frozen brains were coronally sectioned on a cryostat (HM 505 E; Microm, Walldorf, Germany) until the anterior BNST was exposed (Bregma 0.00 mm), based on the atlas of Paxinos and Watson (2007). The anterior commissure (ac) and the ventral extension of the lateral ventricle were used as anatomical hallmarks to center the corer between the ac and the ventricle. The corer was right against the boundary of the emerging globus pallidus (GP). Bilateral tissue punches 0.5–0.75 mm in length were taken with a 1-mm internal diameter corer and 1.8-mm outer diameter (Fine Science Tools, Foster City, CA, United States; Figures 2A,B; note that the punch looks bigger due to the outer diameter of the corer) and tissue was placed in Eppendorf tubes kept on dry ice and then stored at −80°C. Total RNA was extracted using Trizol reagent (Ambion, Life Technologies) and was treated with a DNA-free kit (Ambion, Life Technologies) to remove genomic DNA contamination according to Mavrikaki et al. (2016). RNA samples were split in two, and half of the samples was processed for small RNA sequencing and the other half was kept at −80°C for the validation of the sequencing using quantitative real-time polymerase chain reaction (qRT-PCR). For the small RNA sequencing female samples, we selected five samples per group that had the highest RNA integrity numbers (RIN) and that represented a range of estradiol levels (high–medium–low levels compared to the mean of the group) to correct for the estrus cycle stage. With these constraints, an *N* of five samples per group was too small to conduct reliable correlational analyses between estradiol levels and miRNA expression.

### Small RNA Sequencing

MicroRNA Libraries were prepared using the Bioo Scientific NEXTflex Small RNA-Seq kit v3 per the manufacturer’s instructions. Total RNA (215 ng) was used as input and NEXTflex adapters were ligated to the 3′- and 5′-ends of the RNA. After adapter ligations and cleanups, the adapter-ligated RNA entered reverse transcription, resulting in a cDNA first-strand synthesis product. The reverse transcription products were then isolated and amplified by PCR (22 cycles). Successful library production and isolation was confirmed by the Agilent High-Sensitivity Screentape assay. Quantification of libraries was performed using Qubit Picogreen and KAPA qRT-PCR assays. Libraries were normalized, pooled, denatured, and sequenced on the Illumina HiSeq 2500 Rapid v2 platform to generate >10 million (range 11–19 million) 50 bp single end reads per sample.

All samples were processed using the small RNA-seq pipeline implemented in the bcbio-nextgen project^1^. Raw reads were examined for quality issues using FastQC^2^ to ensure library generation and sequencing are suitable for further analysis. Adapter sequences, other contaminant sequences such as polyA tails and low-quality sequences with PHRED quality scores <5 were trimmed from reads using cutadapt (Martin, 2011). Trimmed reads were aligned to miRBase v21 (Kozomara and Griffiths-Jones, 2014) to the specific species with seqbuster (Pantano et al., 2010). As well, they were aligned to *Rattus norvegicus* genome (version rn6) using STAR (Dobin et al., 2013). The aligned genomes were used with seqcluster (Pantano et al., 2011) to characterize the whole small RNA transcriptome and classify reads into rRNA, miRNA, repeats, genes, tRNAs, and others from USCC annotation (Mangan et al., 2014). Finally, aligned reads were used with miRDeep2 (Friedlander et al., 2012), an algorithm that assesses the fit of sequenced RNAs to a biological model of miRNA generation and correct folding. Alignments were checked for evenness of coverage, rRNA content, genomic context of alignments (for example, alignments in known transcripts and introns), complexity, and other quality checks using a combination of FastQC, MultiQC (Ewels et al., 2016), and custom code inside bcbio-nextgen pipeline. Data were loaded into R with bcbioSmallRna R package^3^ and isomiRs BioC package (Pantano et al., 2016).

### Quantitative Real-Time PCR

A total of 50 ng RNA from the same line of samples used for the small RNA sequencing study was used for miRNA-specific reverse transcription using the miScript II RT kit (Qiagen) according to the manufacturer’s instructions. qRT-PCR was performed in a 384-well plate using miScript SYBR Green PCR kits (Qiagen) and miScript primer assays (Qiagen) for miR-34c-5p (MS00000238), miR-760-3p (MS00033628), miR-770-3p (MS00028539), miR-140-5p (MS00000406), miR-23b-3p (MS00033341), and RNU6B (MS00033740) using an Applied Biosystems vii7 Real-Time PCR Instrument as previously described (Mavrikaki et al., 2019). miR-23b-3p was compared to RNU6B and was used as a reference gene (Supplementary Figure 4). Expression data were analyzed according to the 2^–ΔΔCt^ method (Schmittgen and Livak, 2008).

### Comparison of Rat miRNA Data With miRNA Expression Profile in Human Participants in the Grady Trauma Project

To assess the translational utility of our results, we compared differentially expressed miRNAs from the adBNST of SI or GH male and female rats to differentially expressed miRNAs from whole blood taken from humans who had experienced childhood trauma (Wingo et al., 2015). Not all the individuals reporting high levels of trauma exposure in GTP were endorsed high symptoms of or diagnosed for PTSD or depression (Supplementary Table 7). To determine the overlap between the rat and the human miRNA lists, we used *p* < 0.05 rather than *p*adj. < 0.05 (as used in the rat study) as a cutoff for differentially expressed rat miRNAs to enhance our ability to identify changes that overlap with human data.

For the human miRNA data, we re-analyzed a previously published small RNA sequencing study (Gene Expression Omnibus GSE74162) (Wingo et al., 2015) from the Grady Trauma Project (GTP) that assessed childhood trauma using the Childhood Trauma Questionnaire (CTQ) (Bernstein et al., 2003). In that study, whole blood RNA samples from 23 subjects who participated in the GTP study were analyzed for miRNA sequencing using Illumina HiSeq 1000 (Wingo et al., 2015). For downstream analyses we kept 1117 miRNAs expressed (>0 counts) in >25% of the samples. We kept 21 samples for which we had covariate information.

After log-transformation and quantile normalization, we performed a bioinformatic analysis using the limma R-package to assess the effects of childhood trauma on miRNA expression. Childhood trauma was assessed using the total score of CTQ (this score takes into account all five subscales: emotional abuse, physical abuse, sexual abuse, emotional neglect, and physical neglect). We covaried this analysis for confounding effects of adult trauma. We analyzed data from 7 men and 14 women together due to the insufficient sample size. However, we set sex as a covariate in our analysis. In our analysis we also took into account RIN, age, and the type of the four most frequent immune cell types in each sample estimated by the CIBERSORT method (Newman et al., 2015) using RNA expression data from the same individuals (GSE67663; Illumina Human WG-6 v3.0 expression beadchip). To begin to explore if the miRNAs we detected to be associated with childhood trauma are influenced by sex hormones, we used menstrual status as a covariate in our analysis for females.

### Statistical Analysis

For the small RNA sequencing study, differential expression (DE) at the gene level was called with DESeq2 (Love et al., 2014) and *p*-adjusted value was used as a threshold for significant differences. Pathway analysis was performed using DIANA miRPath v.3 (Vlachos et al., 2015). The criteria used were: intersection of at least three miRNAs, *p*-value threshold 0.05, and MicroT threshold 0.8. For the EPM and qRT-PCR studies, statistical analysis was performed using GraphPad Prism 8. Unpaired *t*-test was used for comparisons of housing conditions per sex for EPM and two-way ANOVA (housing condition × miRNA) with repeated measures was used on miRNA for qRT-PCR. *Post hoc* analysis was performed using Fisher’s LSD. For human miRNA DE analysis using the limma R-package, we report the DE for the 188 miRNAs that were expressed in both human blood and rat BNST.

## Results

### Housing Condition During Adolescence Has Sex-Dependent Effects on Anxiety-Like Behavior in Adulthood

Rats underwent adolescent SI (or were GH) for 6 weeks and were then tested for anxiety-like behavior in the EPM when they reached adulthood (Figure 1A). SI females had decreased % time spent in the open arms of the EPM compared to GH females [*t*(17) = 3.39, *p* < 0.005; Figure 1B], whereas this difference in males was not significant [*t*(18) = 1.23, *p* = *0.23*; Figure 1B]. Similarly, SI females, but not males, had fewer open arm entries compared to GH rats [females: *t*(17) = 4.72, *p* < 0.0005; males: *t*(18) = 1.07, *p* = 0.3; Figure 1C], which taken together suggests a greater anxiogenic effect of SI in females compared to males. Finally, both SI females and males had similar closed arm entries [females: *t*(17) = 0.59, *p* = 0.5; males: *t*(18) = 0.47, *p* = 0.6; Figure 1D], suggesting that there was not a general alteration in locomotor activity due to social stress or sex. Of note, GH females tended to spend more time in the open arms than GH males [*t*(16) = 1.618, *p* = 0.12; comparing GH data from Figure 1B, male and Figure 1B, female], whereas SI females and SI males spent similar time in the open arms [t(19) = 0.094, p = 0.9; comparing SI data from Figure 1B, male and Figure 1B, female]. SI did not significantly affect estradiol levels in adulthood [*t*(17) = 1.047, *p* = 0.3; Supplementary Figure 5].

**FIGURE 1:**
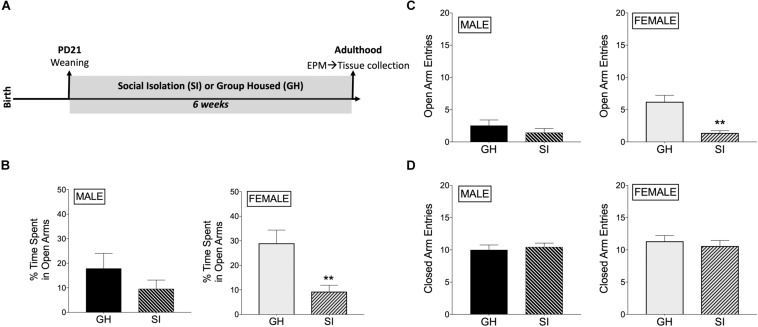
Effects of housing condition during adolescence on anxiety-like behavior in adulthood as measured in the elevated plus maze (EPM). **(A)** Experimental design of the study. **(B)** Male SI and GH rats did not differ in % time spent in open arms (TSOA) [TSOA/(TSOA + closed arm time)], whereas the % TSOA was significantly decreased in SI compared to GH female rats. **(C)** Male SI and GH rats did not differ in the number of open arm entries (OAE), whereas the number of OAE was significantly decreased in SI compared to GH female rats. **(D)** Neither male nor female SI and GH rats differed in the number of closed arm entries. *n* = 9–11/group; GH, group housed; SI, socially isolated; Asterisks indicate significant difference compared to GH control; ^∗∗^*p* < 0.01.

### Housing Condition During Adolescence Has Sex-Dependent Effects on miRNA Expression in the adBNST in Adulthood

Bioinformatic analysis of the small RNA sequencing results from the adBNST (Figures 2A,B) indicated that approximately 80% of the reads corresponded to miRNAs. 

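Small RNA was sequenced from adBNST punches of 20 Sprague-Dawley rats, with 5 rats in each of 4 groups (GH males, SI males, GH females, and SI females). The rats were weaned on postnatal day 21 and then kept alone or in groups for 6 weeks. Each library was made from 215 ng of total RNA with 22 cycles of PCR. The authors trimmed the adapters with cutadapt, collapsed identical reads, aligned them to the rat hairpins of miRBase with seqbuster, and deposited for each library the number of reads of every distinct sequence assigned to a miRNA, without normalization. Each sequence carries its mismatch, the nucleotides added at its 3′ end, and its differences from the reference miRNA at the 5′ and 3′ ends. The lowest number of reads of a listed sequence was 2 in every library, so sequences read once did not enter the counts. Only reads assigned to miRNAs were counted, and the share of all reads that they make up was not analysed here. The paper's methods give the total number of reads generated per library, whereas all values here use the miRNA reads. Between 3428930 and 11383055 miRNA reads per library were counted, with a median of 6705043. The median was 4983188 in GH males (3428930 to 8244720), 7290553 in SI males (4661886 to 11383055), 5276646 in GH females (3602338 to 8205770), and 6998674 in SI females (6255123 to 7805174). The 10 most counted miRNAs took between 44.7% and 59.4% of the miRNA reads of a library. Between 1.94% and 2.42% of the reads carried a mismatch, and between 0.164% and 0.267% matched several miRNAs. The reads of all isomiRs of a miRNA were added, and a read that matched several miRNAs was counted for each of them. Of the 617 miRNAs with reads, the 500 with at least 10 counts in at least 5 of the 20 libraries were tested. The counts were normalized with edgeR's TMM method, and the 4 groups were fitted in one quasi-likelihood model with Benjamini-Hochberg adjustment. Log2 normalized counts are the counts divided by the effective library size, multiplied by the mean effective library size, plus 1, on the log2 scale. The sample labels and the file names of the 2 rats numbered I17, an SI male and an SI female, name opposite sexes, and the rats were placed by their labels. Exchanging these 2 libraries was the alternative for that choice.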

Principal component analysis (PCA) of all miRNAs measured indicated that most of the samples cluster together and the largest variability is observed in the female samples (Figure 2C).

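The regularized log2 counts of the 500 most variable miRNAs gave a first component (PC1) with 45.2% of the variance and a second component (PC2) with 11.5%. The distance of each rat to the centroid of its group on these components was 4.14 ± 2.46 (SD, n = 10) in females and 2.14 ± 1.84 (SD, n = 10) in males. The difference of 2.00 was at the edge of the spread between rats (permutation test, two-sided, p = 0.048). The farthest rat was the SI female I16F, at 13.42 on PC1 and 10.04 from its centroid. Among males, the SI rats I20M and I17M were 6.33 and 4.40 from their centroid. With each of the 20 rats left out in turn, the difference between the sexes stayed between 1.06 (without I16F) and 2.26, and 13 of the 20 fits had a permutation p of 0.05 or more. With the 2 I17 libraries exchanged it was 2.40 (permutation test, two-sided, p = 0.0080). The alternative that moved these values most was edgeR's log2 CPM in place of the regularized log2, with 23.2% of the variance on PC1 and a difference of 3.22 (permutation test, two-sided, p = 0.45). PC1 was below 0 in every GH rat, from −8.08 to −0.58, and ran from −2.84 to 13.42 in SI rats.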

**FIGURE 2:**
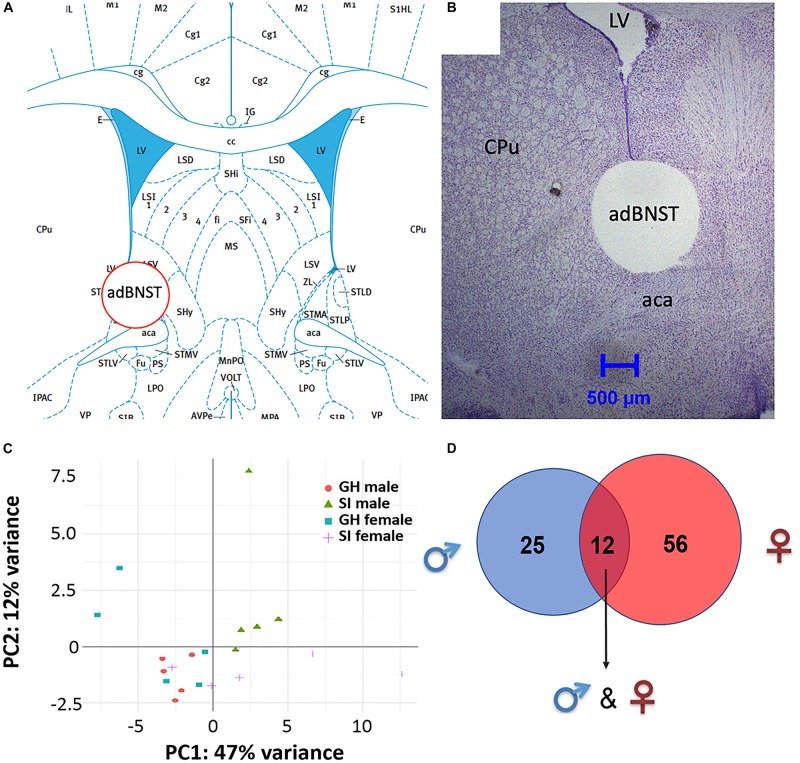
Visualization of the extracted anterodorsal bed nucleus of the stria terminalis (adBNST) and overview of differentially expressed (DE) miRNAs from the adBNST measured using small RNA sequencing. **(A)** Representative coronal brain atlas plate (Paxinos and Watson, 2007) of brain punch location. **(B)** Cresyl violet stained tissue section showing verification of brain punch location of rat adBNST. Note that the internal diameter of the corer used is 1-mm, which is approximately the width and height of the adBNST. Importantly, the outer diameter of the corer is 1.8-mm, which means that the cresyl violet histology pictures show a “hole” that is larger than the actual tissue punch. We processed tissue sections for each brain to examine the accuracy of our BNST punches (both beginning and end of tissue punch), and we discard data from any brains that have off-target BNST punches. Note that for this study, all BNST punches were on-target. **(C)** Principal component analysis showing the first two components of the regularized log2 transformed miRNA abundance data. Every dot represents a sample and they are colored by the condition information (see the legend). **(D)** A Venn diagram that indicates the number of DE miRNAs that reached significance in SI compared to GH controls in the adBNST in males (blue), females (red), or in both sexes (overlap of blue and red). GH, group housed; SI, socially isolated.

To compare the miRNA expression patterns between male GH vs. SI and female GH vs. SI, we performed a DE analysis. We used DESeq2 at the gene level and set the threshold for significant differences to *p*-adjusted (*p*adj.) < 0.05. As adBNST is a sexually dimorphic area, we first compared miRNA expression between male and female GH control rats. We found that only rno-miR-3084a/b/d was differentially expressed between male and female GH controls. Thus, we proceeded with the analysis that compared male GH vs. SI and female GH vs. SI. This analysis revealed that a total of 37 miRNAs were differentially expressed in the male, 68 miRNAs were differentially expressed in the female, and 12 miRNAs overlapped and were differentially expressed in both male and female adBNST of SI compared to GH rats (*p*adj. < 0.05; Figures 2D, 3A,B and Supplementary Table 1). 

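rno-miR-3084a-3p, rno-miR-3084b-3p, and rno-miR-3084d were assigned the same reads and had identical counts in every library, so they are a single measurement. Its log2 normalized count was 6.47 ± 0.22 (SD, n = 5) in GH females and 7.82 ± 0.47 (SD, n = 5) in GH males. Every GH female (56 to 125 reads) lay below every GH male (139 to 313 reads) on the normalized scale, where the groups spanned 6.16 to 6.66 and 7.24 to 8.52. The log2 fold change of miR-3084a-3p in GH females against GH males was −1.41 (standard error 0.40, adjusted p = 0.29 from edgeR's quasi-likelihood test). With each of the 10 GH rats left out in turn it stayed between −1.53 and −1.19. With the Wald test of DESeq2, the tool the paper used, the log2 fold change of miR-3084a-3p was −1.38 with an adjusted p of 0.013, and 5 names passed the threshold, 3 of them the names of this single measurement. With edgeR, 0 of the 500 miRNAs had an adjusted p under 0.05 between GH females and GH males, and 12 had an unadjusted p under 0.05.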

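In males, 20 of the 500 miRNAs tested had an adjusted p under 0.05 between SI and GH rats (edgeR's quasi-likelihood test), 7 higher and 13 lower in SI, and 115 had an unadjusted p under 0.05. In females, 2 miRNAs had an adjusted p under 0.05, both lower in SI, and 104 had an unadjusted p under 0.05. The overlap of the lists was 1 miRNA. DESeq2's Wald test, run without the count filter on 586 miRNAs and with its own independent filtering, gave 52 miRNAs in males, 67 in females, and 17 in both sexes. The count in males moved most when only the 10 males were fitted, to 89 miRNAs, and the same choice gave 0 miRNAs in females, where 77 had an unadjusted p under 0.05. With each rat of the sex left out in turn, the number of miRNAs ranged from 7 to 21 in males. Leaving out a female also moved the count in males, to between 17 and 73, with the highest number in the fit without I16F. In females the number ranged from 1 to 63, with the highest number in the fit without the SI rat I10F. Some animal numbers occur in both housing groups, in 2 pairs of males and 3 pairs of females. With these numbers as a block, fitted to the 4 males and 6 females that share them, 2 miRNAs passed in males and 0 in females (80 with an unadjusted p under 0.05), against 1 and 0 in the same rats without the block. The deviations of same-numbered rats from their group means had a mean correlation of −0.055 in males and −0.098 in females, but these are too few pairs to say whether the numbers pair the rats. From its lists, the paper concludes that most of the miRNA changes are sex-specific.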

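The 12 miRNAs of Supplementary Table 1 had the same direction in males and females in these counts. Of these, 10 were lower in SI rats, and miR-338-5p and let-7d-5p were higher. All 12 had an unadjusted p under 0.05 in each sex, whereas 8 had an adjusted p under 0.05 in males and 1 in females (edgeR). They were chosen by the paper from these same libraries for passing in both sexes, so this is no independent support. The log2 fold changes ran from −1.77 to 1.08 in males and from −1.56 to 0.70 in females. For none of the 12 did the housing effect differ between the sexes at an unadjusted p under 0.05 for the interaction. rno-miR-22-3p passed in both sexes. Its log2 normalized count fell from 13.44 ± 0.28 (SD, n = 5) in GH males to 11.95 ± 0.24 (SD, n = 5) in SI males, and from 13.97 ± 0.37 (SD, n = 5) in GH females to 12.29 ± 0.79 (SD, n = 5) in SI females. The log2 fold change of miR-22-3p was −1.49 in males (standard error 0.28, adjusted p = 0.0070 from edgeR) and −1.56 in females (standard error 0.28, adjusted p = 0.0052 from edgeR). Every SI rat was below every GH rat of its sex (exact permutation test, two-sided, p = 0.0079, the smallest p that 5 rats against 5 allow). It kept an adjusted p under 0.05 with each of the 10 rats of either sex left out in turn.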

The majority of those miRNAs were downregulated (10 miRNAs), and two were upregulated in the SI compared to GH condition in both sexes. From the male-specific miRNAs that were differentially expressed in SI compared to GH rats, the majority of those miRNAs (16 miRNAs) were upregulated but others (9 miRNAs) were downregulated (Supplementary Table 2). 

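Of the 25 miRNAs that the paper lists for males only, 16 higher and 9 lower, all 25 had the listed direction and an unadjusted p under 0.05 in males, and 12 had an adjusted p under 0.05 (edgeR). In females, 20 of the 25 had the same direction, and 7 had an unadjusted p under 0.05. For 9 of the 25 the interaction of housing and sex had an unadjusted p under 0.05, and for 1 an adjusted p under 0.05. The list was drawn from these same libraries for passing in males and not in females. Its direction and small p-values in males, and differences from females, are favoured by that choice. On the log2 normalized means, 43 of the 252 assignments of the housing labels to the 10 females gave at least as many miRNAs with the male direction, an exact permutation p of 0.17 (one-sided). The 12 miRNAs that also passed in females were taken out of this list by the real labels only. The test therefore leans against a shared direction and cannot exclude it. Among all the miRNAs past the threshold in males whose 5 SI rats lay on one side of the 5 GH rats, the largest log2 fold changes were −1.77 for miR-181c-5p (standard error 0.45, adjusted p = 0.023), −1.59 for miR-666-3p (standard error 0.32, adjusted p = 0.0070), −1.56 for miR-135b-5p (standard error 0.40, adjusted p = 0.023), 1.52 for miR-34a-5p (standard error 0.31, adjusted p = 0.0070), and −1.49 for miR-411-5p (standard error 0.39, adjusted p = 0.023; all from edgeR). miR-181c-5p and miR-135b-5p are among the miRNAs listed for both sexes. The SI male I17M was the lowest for miR-181c-5p, at a log2 normalized count of 6.76 against 8.40 for the next SI male. miR-181c-5p, miR-135b-5p, and miR-411-5p each lost their adjusted p under 0.05 in 6 of the 10 fits that each left out 1 male. miR-666-3p and miR-34a-5p kept theirs in all 10.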

From the female-specific miRNAs that were differentially expressed in SI compared to GH rats, 29 were upregulated and 27 were downregulated (Supplementary Table 3). 

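Of the 56 miRNAs that the paper lists for females only, 29 higher and 27 lower, all 56 had the listed direction in females, 53 had an unadjusted p under 0.05, and 1 had an adjusted p under 0.05 (edgeR). In males, 50 of the 56 had the same direction, and 16 had an unadjusted p under 0.05. Taken in the listed direction, their median log2 fold change was 0.94 in females and 0.58 in males. The paper chose these miRNAs from the same libraries for passing in females and not in males. That choice favours the listed direction, small p-values, and a larger median in females, so these are no independent support. The interaction of housing and sex had an unadjusted p under 0.05 for 3 of the 56 and an adjusted p under 0.05 for 0. On the log2 normalized means, 51 of the 56 had the female direction in males. At least as many had it in 28 of the 252 assignments of the housing labels to the 10 males, an exact permutation p of 0.11 (one-sided), or in 13 of the 252 with the 2 I17 libraries exchanged (exact permutation p = 0.052). The paper's list leaves out the 12 miRNAs that also passed in males, all 12 with the same direction in both sexes. Their removal used the real labels only, so this test leans against a shared direction and cannot exclude it.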

Note that for the miRNA analysis, all isomiRs for each reference miRNA are merged. Our sequencing analysis also identified one novel DE miRNA in both males and females, eight novel DE miRNAs in males only, and five novel DE miRNAs in females only (Supplementary Table 4).

**FIGURE 3:**
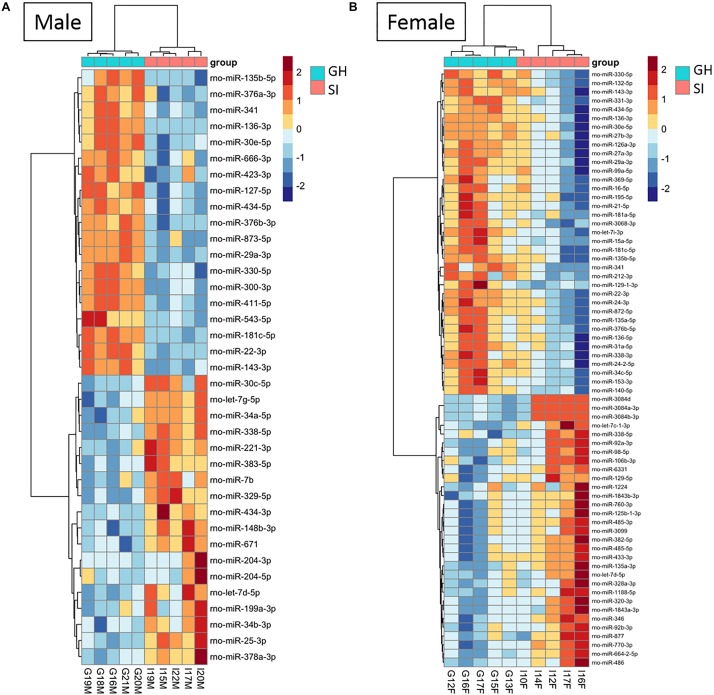
Housing condition during adolescence induces sex-specific miRNA expression in the anterodorsal bed nucleus of the stria terminalis (adBNST) in adulthood. Color represents the miRNA *z*-score expression. The median of the expression is used for each group. DE miRNAs between SI and GH in **(A)** males and **(B)** females; *n* = 5/group; GH, group housed; SI, socially isolated.

Seqbuster of small RNA Seq reads were aligned to rat miRBase v21, which allowed for aligning of sequences to chromosomes. Our results indicate that most of the miRNA precursors that were DE between SI and GH conditions map onto Chromosome 6. Indeed, we found that a cluster on Chromosome 6 in males included rno-miR-329, rno-miR-411, rno-miR-543, and rno-miR-666, and a cluster in females included rno-miR-369, rno-miR-382, and rno-miR-485. 

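Precursor positions were taken by name from the annotation of GRCr8, which gave a chromosome for 470 of the 500 miRNAs tested (94.0%), of which 21.1% lie on chromosome 6. In males, 6 of the 18 placed miRNAs with an adjusted p under 0.05 lie on chromosome 6 (33.3%), against 93 of the 452 others (20.6%; Fisher's exact test, two-sided, p = 0.23). The list in males held 20 miRNAs, and those without a position by name were left out. No precursor of miR-434-3p or miR-434-5p, both on that list, was among those counted on chromosome 6. With so short a list, the unplaced miRNAs could change this share, so the test leaves open whether it is raised. In females it was 1 of 2, against 98 of the 468 others (20.9%; Fisher's exact test, two-sided, p = 0.38). Of the placed miRNAs on DESeq2's lists, 16 of 49 in males (32.7%; Fisher's exact test, two-sided, p = 0.042) and 15 of 64 in females (23.4%; Fisher's exact test, two-sided, p = 0.62) lie on chromosome 6. miRNAs of a cluster can be transcribed together, so they are not independent in these tests.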

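In the annotation of GRCr8, the 7 precursors all lie on chromosome 6, within one run of 40 annotated genes from Mir411 to Mir369, of which 39 are miRNA genes. Their log2 fold changes differed in direction. In SI males, miR-411-5p fell by 1.49 on the log2 scale (adjusted p = 0.023) and miR-666-3p by 1.59 (adjusted p = 0.0070), both from edgeR. miR-543-5p had a log2 fold change of −2.69 (standard error 0.81, adjusted p = 0.060 from edgeR), and the SI male I17M had no reads of it. miR-329-5p rose, with a log2 fold change of 0.88 (standard error 0.30, adjusted p = 0.088 from edgeR). In SI females, miR-369-5p had a log2 fold change of −0.98 (standard error 0.42, adjusted p = 0.18), while miR-382-5p had 0.62 (standard error 0.18, adjusted p = 0.084), miR-485-3p 0.93 (standard error 0.34, adjusted p = 0.11), and miR-485-5p 0.69 (standard error 0.25, adjusted p = 0.11; all from edgeR). In the other sex, the log2 fold changes were −0.85 for miR-411-5p, −0.38 for miR-666-3p, −0.62 for miR-543-5p, and 0.52 for miR-329-5p in females. They were −0.67 for miR-369-5p, 0.28 for miR-382-5p, 0.65 for miR-485-3p, and −0.01 for miR-485-5p in males. Of these 8 mature miRNAs, only miR-666-3p had an unadjusted interaction p under 0.05 between housing and sex (log2 difference 1.21, unadjusted p = 0.012, adjusted p = 0.49 from edgeR).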

Of the differentially expressed (SI vs. GH) miRNAs identified in this study, we found only one miRNA gene in females (miR-98) and one in males (miR-221) that map onto Chromosome X, and none onto Chromosome Y (Figure 6).

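Mir98 and Mir221 lie on chromosome X in the annotation of GRCr8. miR-221-3p had a log2 fold change of 1.09 in SI males (standard error 0.25, adjusted p = 0.013 from edgeR) and 0.32 in SI females (standard error 0.25, adjusted p = 0.53). Its interaction of housing and sex was −0.77 (standard error 0.35, unadjusted p = 0.040, adjusted p = 0.61 from edgeR). miR-98-5p had a log2 fold change of 0.70 in SI females (standard error 0.24, adjusted p = 0.11 from edgeR) and 0.59 in SI males (standard error 0.24, adjusted p = 0.13). Its effect did not differ between the sexes beyond the error (interaction 0.11, standard error 0.34, adjusted p = 0.96 from edgeR). For miR-98-5p the GH male G21M was the highest of its group, at a log2 normalized count of 15.72 against 15.49 for the next rat. DESeq2's lists also held the X-linked precursors miR-222 and miR-374 in males and miR-92a-2 in females.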

### Pathway Analysis Reveals Sex-Specific Pathway Activation in adBNST Tissue From SI Compared to GH Rats

We used DIANA miRPath v.3 to identify pathways in which DE miRNAs might be involved (Figure 4). Based on an analysis, that assesses pathways involved based on mRNA targets, using an intersection of three miRNAs and MicroT Threshold 0.8, we identified two such pathways from differentially expressed miRNAs from both males and females: ECM–receptor interaction and *N*-glycan biosynthesis (Figure 4A). Similar analysis revealed four pathways from DE, male-specific miRNAs: hematopoietic cell lineage, GABAergic synapse, microRNAs in cancer, and the PI3K-Akt signaling pathway (Figure 4B). Pathway analysis for the DE female-specific miRNAs revealed a total of 16 pathways, including estrogen signaling, cocaine and amphetamine addiction pathways, MAPK signaling, circadian entrainment, axon guidance, and D-glutamine and D-glutamate metabolism (Figure 4C).

**FIGURE 4:**
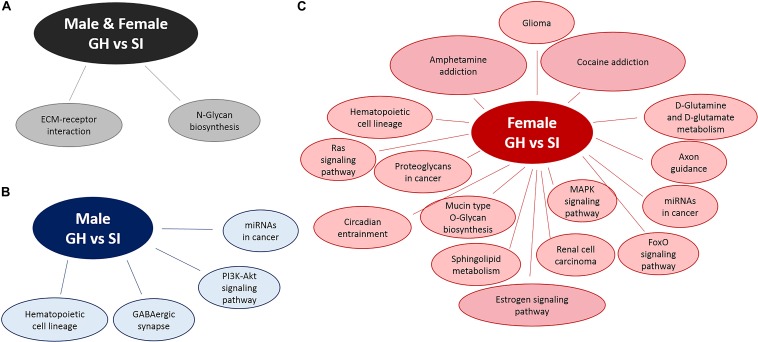
Pathway analysis of DE miRNAs using DIANA miRPath v.3. Pathway analysis for DE miRNAs between SI and GH conditions in **(A)** both males and females, **(B)** males only, and **(C)** females only. GH, group housed; SI, socially isolated.

### Validation of miRNA Sequencing Results

To confirm our small RNA sequencing results, we chose representative, DE miRNAs, and performed qRT-PCR on the same RNA samples that we used in the sequencing study as well as on an additional set of samples from rats tested in the EPM but not in the sequencing study due to space on the sequencing platform. We chose to validate select miRNAs that were DE in females. These were either among the top 10 significantly regulated miRNAs (miR-760-3p and miR-770-3p), or were found within pathways of interest including MAPK signaling and addiction pathways (miR-34c-5p and miR-140-5p). We first identified a miRNA, miR-23b-3p, that was stably expressed across groups in the adBNST in our sequencing study (mean expression 14.03; *SD* 0.098) and confirmed stable expression using qRT-PCR (*p* > 0.05; Supplementary Figure 4). Therefore, we proceeded to use miR-23b-3p for normalization across samples. 

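Over the 20 libraries, the log2 normalized count of miR-23b-3p was 14.11 ± 0.157 (SD, n = 20). Its SD was rank 2 from the lowest of the 500 miRNAs tested, after miR-125b-5p (0.149). With DESeq2's regularized log2 in place of edgeR's normalized counts, its mean was 14.04 with an SD of 0.102, rank 23 of 500 from the lowest SD. Its log2 fold change between SI and GH was −0.02 in males (standard error 0.15, adjusted p = 0.99 from edgeR) and −0.29 in females (standard error 0.15, unadjusted p = 0.058, adjusted p = 0.27 from edgeR).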

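In the sequencing data of males, the log2 normalized count of miR-34c-5p was 11.49 ± 0.54 (SD, n = 5) in GH and 10.86 ± 0.81 (SD, n = 5) in SI rats (exact permutation test, two-sided, p = 0.19). The SI male I20M was the highest of its group at 12.25, against 10.74 for the next rat, and without it the log2 difference was −1.04. miR-760-3p was 13.99 ± 0.30 (SD, n = 5) in GH and 14.33 ± 0.30 (SD, n = 5) in SI males (exact permutation test, p = 0.11). miR-770-3p was 12.54 ± 0.23 (SD, n = 5) and 12.91 ± 0.28 (SD, n = 5), with 3 of 5 SI males above every GH male (exact permutation test, p = 0.071). miR-140-5p, with only 30 to 269 reads per male library, was 7.24 ± 0.90 (SD, n = 5) and 6.44 ± 1.15 (SD, n = 5; exact permutation test, p = 0.29). With each of the 10 males left out in turn, its log2 difference ranged from −1.19 to −0.34. For miR-34c-5p and for miR-140-5p, 1 of these 10 fits had an exact permutation p under 0.05. After Benjamini-Hochberg adjustment over the 8 tests of 4 miRNAs in males and females, the exact permutation p-values in males ran from 0.11 to 0.29.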

Of the four miRNAs we chose to validate, none were significantly different between SI or GH males in either the sequencing results (Figure 5A) or in the qRT-PCR results (Figure 5C). 

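In the sequencing data of females, miR-34c-5p had a log2 normalized count of 12.06 ± 0.73 (SD, n = 5) in GH and 10.60 ± 1.15 (SD, n = 5) in SI rats (exact permutation test, two-sided, p = 0.040). With each of the 10 females left out in turn, its log2 difference stayed between −1.70 and −0.98. In 6 of these fits the exact permutation p was 0.05 or more. miR-760-3p was 13.52 ± 0.60 (SD, n = 5) and 14.50 ± 0.70 (SD, n = 5), with 3 of 5 SI females above every GH female (exact permutation test, p = 0.056). miR-770-3p was 12.07 ± 0.45 (SD, n = 5) and 12.91 ± 0.48 (SD, n = 5), with 4 of 5 SI females above every GH female (exact permutation test, p = 0.024). miR-140-5p was 8.47 ± 0.71 (SD, n = 5) and 5.33 ± 3.09 (SD, n = 5), with every SI female below every GH female (exact permutation test, p = 0.0079). The SI female I16F had no reads of miR-140-5p, and the other SI females had up to 191. Without I16F the log2 difference of miR-140-5p was −1.78, against −3.14 with it. After Benjamini-Hochberg adjustment over the 8 tests, the exact permutation p-values in females ran from 0.063 to 0.11. The log2 fold changes from edgeR were −1.31 for miR-34c-5p (standard error 0.46, adjusted p = 0.11), 1.03 for miR-760-3p (standard error 0.30, adjusted p = 0.084), 0.85 for miR-770-3p (standard error 0.24, adjusted p = 0.084), and −2.08 for miR-140-5p (standard error 0.77, adjusted p = 0.11). None of the 4 had an interaction of housing and sex with an unadjusted p under 0.05.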

In females, all four miRNAs were significantly regulated by housing condition in the sequencing study (housing × miRNA interaction: *F*_(__3__,__24__)_ = 11.44, *p* < 0.001; Figure 5B). In the female qRT-PCR validation, miRNA expression depended on an interaction between housing and miRNA [*F*_(__3__,__39__)_ = 4.30, *p* < 0.05; Figure 5D], with *post hoc* analysis showing significant differences between SI and GH conditions for miR-34c-5p and miR-760-3p and trends for differences for miR-770-3p and miR-140-5p. In all cases, the direction of regulation matched that of the sequencing results.

**FIGURE 5:**
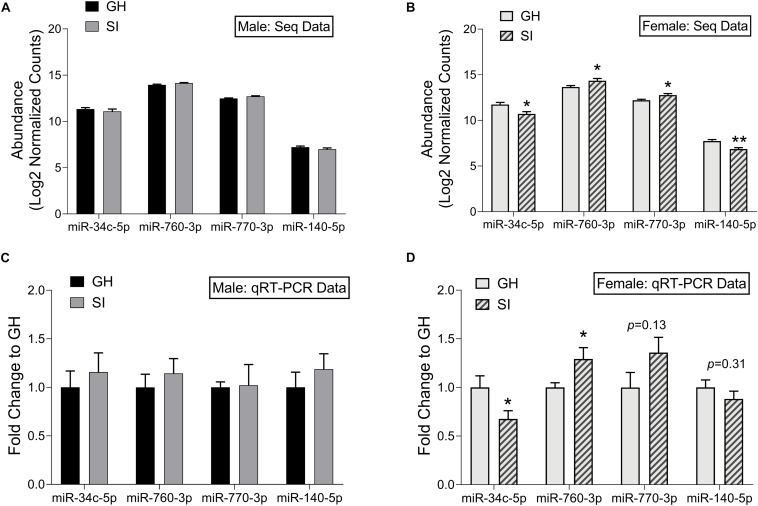
Validation of small RNA sequencing results using qRT-PCR. Log2 normalized counts (abundance) of miRNAs in SI and GH conditions as measured by small RNA sequencing; males **(A)** and females **(B)**. *n* = 5 rats/group. Fold induction (to GH condition) of qRT-PCR results in the adBNST for levels of miRNAs shown in **(A,B)**; Males **(C)** and females **(D)**. *n* = 6–9 rats/group. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, *p* = *X* (trend for significance), compared to GH condition for each miRNA. GH, group housed; SI, socially isolated.

### Housing Condition During Adolescence Has Sex-Dependent Effects on isomiR Expression in the adBNST in Adulthood

One of the main advantages of using RNA sequencing is its ability to detect changes at a single nucleotide level and detect different miRNA isomers (isomiRs); these include both the reference sequences and also sequences with 1–2 nt variations in the 3p- or 5p-end of the reference miRNA sequence. Using DE analysis, we found a total of 15 isomiRs that were differentially expressed in SI compared to GH males only, 120 isomiRs that were differentially expressed in SI compared to GH females only and five isomiRs that were differentially expressed in SI compared to GH rats of both sexes (Supplementary Figures 1A,B,2,3 for the PCA analysis of all isomiRs measured). 

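An isomiR was taken as a miRNA with its mismatch, its added nucleotides, and its differences from the reference at the 5′ and 3′ ends. Of the 67859 isomiRs with reads, 10290 had at least 10 counts in at least 5 libraries and were tested. The median of their mean counts was 22.7 reads per library. In males, 1 isomiR had an adjusted p under 0.05 between SI and GH rats (edgeR's quasi-likelihood test) and 937 had an unadjusted p under 0.05. In females, 0 isomiRs had an adjusted p under 0.05 and 949 had an unadjusted p under 0.05, so 0 were shared. The alternative that moved these counts most was to leave out the filter on low counts, which gave 239 isomiRs in males, 265 in females, and 50 in both sexes among 67859. DESeq2's Wald test gave 39 in males, 23 in females, and 14 in both sexes. A PCA of the 500 most variable of the tested isomiRs used edgeR's log2 CPM, whereas the paper used the regularized log2. PC1 held 26.5% of the variance and PC2 8.03%. For miRNAs, PC1 held 45.2% with the regularized log2 and 23.2% with log2 CPM, so these shares cannot be set beside the paper's.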

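The isomiR that passed in males was a non-reference form of miR-877 with AA added at its 3′ end (GTAGAGGAGATGGCGCAGGGAA). It was read 11 to 87 times in the libraries of GH males and 0 times in those of the 5 SI males, which held at least 4661886 miRNA reads each. Its log2 fold change was −8.56 (standard error 1.06, adjusted p = 0.0080 from edgeR). With the 2 I17 libraries exchanged, 0 isomiRs passed in males and 828 had an unadjusted p under 0.05. All 20 isomiRs that the paper lists for males in Supplementary Table 5 were tested here, and all 20 had the listed direction and an unadjusted p under 0.05. Both are favoured by the paper's choice of these isomiRs from the same libraries. Their lowest adjusted p was 0.053 (edgeR).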

Interestingly, in males we identified only seven isomiRs that do not correspond to the reference miRNA sequences (Supplementary Table 5). In females, there were 60 isomiRs that did not correspond to reference miRNA sequences and were significantly different between GH and SI (Supplementary Table 6). 

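The 125 isomiRs of Supplementary Table 6 were all tested here. All 125 had the listed direction in females, 122 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 (edgeR; lowest adjusted p = 0.31). Because the paper chose them from the same libraries, their direction and unadjusted p-values are no independent support. Their median absolute log2 fold change was 1.11. Among all 10290 isomiRs, the lowest adjusted p in females was 0.20 (edgeR). The table marks 60 of the 125 as isomiRs. Another 32 are marked as reference although their names give trimmed ends, and 92 differ from the reference sequence in any way.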

Note that we did not observe any significant differences in isomiR expression when we compared the GH males to the GH females.

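Between GH females and GH males, 0 of the 10290 isomiRs had an adjusted p under 0.05 (edgeR), and 171 had an unadjusted p under 0.05. DESeq2's Wald test gave 15 isomiRs. With DESeq2's shrunken fold changes on reads without a mismatch, all settings run gave 0 (62 to 141 with an unadjusted p under 0.05). These settings were chosen after seeing the data. On simulated counts of the 10290 isomiRs, DESeq2 made 22 and 20 calls in a contrast where nothing had been changed. That simulation kept the count filter, unlike the fit that gave 15, so false calls in that fit were not measured.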

### Housing Condition During Adolescence in Rats and Childhood Trauma in Humans Induce Similar Changes in miRNAs

Our bioinformatic analysis revealed 15 miRNAs in human blood that were differentially regulated following childhood trauma that are also expressed in the rat adBNST. 

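The rat side of Table 1 rests on the same 20 libraries, with 9 miRNAs in each sex. The human data were not analysed here. By the unadjusted p of edgeR's quasi-likelihood test, 8 of the 18 tests were under 0.05, and with each of the 20 rats left out in turn between 6 and 10 were. Table 1 lists most of these miRNAs for a single sex, so it does not claim all 18. All 8 were in a sex for which it lists the miRNA. Listed but not under 0.05 were let-7i-5p in males, and let-7b-3p and miR-146a-5p in females. None of the 18 had an adjusted p under 0.05 over the miRNAs tested in its sex. In males, 3 of the 9 were under 0.05 without adjustment. The log2 fold change of let-7b-3p was 0.81 (standard error 0.27, adjusted p = 0.087), of miR-146a-5p 1.00 (standard error 0.41, adjusted p = 0.14), and of miR-204-5p 1.85 (standard error 0.69, adjusted p = 0.11; all from edgeR). miR-204-5p rested on the SI male I20M, with 119214 reads and a log2 normalized count of 16.83 against 13.23 for the next SI male. Without that rat its log2 fold change was −0.10. let-7i-5p had a log2 fold change of 0.27 (standard error 0.16, adjusted p = 0.34 from edgeR), and the SI male I17M was the lowest of its group.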

Of those, nine miRNAs were DE between SI and GH conditions in the rats (Table 1). 

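In females, 5 of the 9 had an unadjusted p under 0.05 in edgeR's test. miR-106b-3p, miR-125b-1-3p, miR-423-5p, and let-7e-5p were higher in SI, with log2 fold changes of 0.74 (standard error 0.26), 0.75 (standard error 0.27), 0.57 (standard error 0.26), and 0.66 (standard error 0.30). miR-181a-5p was lower, with −0.55 (standard error 0.19). Their adjusted p-values ran from 0.11 to 0.21 (edgeR). In females, let-7b-3p had a log2 fold change of 0.45 (standard error 0.27, unadjusted p = 0.10, adjusted p = 0.35 from edgeR) and miR-146a-5p one of −0.79 (standard error 0.41, unadjusted p = 0.065, adjusted p = 0.28 from edgeR). For miR-146a-5p the direction in females was opposite to that in males (interaction −1.79, standard error 0.58, unadjusted p = 0.0052, adjusted p = 0.46 from edgeR). By exact permutation tests (two-sided), the lowest p-values were 0.0079 for miR-106b-3p and miR-181a-5p in males (n = 5 per group). After Benjamini-Hochberg adjustment over the 18 exact permutation tests, the lowest p was 0.071.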

Focusing on miRNAs regulated specifically by childhood trauma in the human samples, we found five miRNAs (miR-106b-3p, miR-181a-5p, miR-125b-1-3p, miR-423-5p, and let-7e-5p) that are DE in SI compared to GH female, and two miRNAs (miR-204-5p and let-7i-5p) DE in SI compared to GH male, and two miRNAs (miR-146a-5p and let-7b-3p) that are DE in SI compared to GH male and female, rat adBNST (Table 1). Our analysis showed that the menstrual status of the females did not affect the DE miRNAs.

**TABLE 1:** miRNAs regulated by housing condition in rats and by trauma in humans.

**miRNA ID**	**Sex specificity in the rat study**	**Human study**
miR-204-5p	Male only	Childhood trauma
miR-106b-3p	Female only	Childhood trauma
miR-181a-5p	Female only	Childhood trauma
miR-125b-1-3p	Female only	Childhood trauma
miR-423-5p	Female only	Childhood trauma
let-7e-5p	Female only	Childhood trauma
let-7i-5p	Male only	Childhood trauma
miR-146a-5p	Both sexes	Childhood trauma
let-7b-3p	Both sexes	Childhood trauma

*Overlapping miRNAs regulated by housing condition in the rat anterodorsal bed nucleus of the stria terminalis (adBNST) and by childhood trauma in human blood samples.*

## Discussion

This study demonstrates that social housing conditions during adolescence influence anxiety-like behavior in adulthood and produce sex-dependent miRNA signatures in the adBNST, a sexually dimorphic brain region integral to regulating anxiety (Kim et al., 2013; Doura and Unterwald, 2016; Lebow and Chen, 2016). Specifically, females that underwent SI during adolescence showed increased anxiety-like behavior as adults in the EPM compared to GH females, whereas there was no significant effect of adolescent SI on EPM behavior in males. Our small RNA sequencing study and the relevant bioinformatic analysis indicated that the majority of DE miRNAs in the adBNST between SI and GH conditions were sex-specific. In addition, pathway analysis demonstrated that the DE miRNAs are involved in different signaling pathways in males and females. 

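Whether the effect of housing differs between the sexes was tested directly as the interaction of housing and sex. Of the 500 miRNAs, 36 had an unadjusted p and 2 an adjusted p under 0.05 (edgeR). miR-34a-5p rose from a log2 normalized count of 8.48 ± 0.64 (SD, n = 5) in GH males to 10.10 ± 0.22 (SD, n = 5) in SI males, and was 9.37 ± 0.48 (SD, n = 5) in GH females and 8.93 ± 0.37 (SD, n = 5) in SI females. Its interaction was −1.99 (standard error 0.43, adjusted p = 0.041 from edgeR). miR-30b-5p rose from 9.99 ± 0.27 (SD, n = 5) to 10.73 ± 0.33 (SD, n = 5) in males and fell from 10.67 ± 0.59 (SD, n = 5) to 9.80 ± 0.30 (SD, n = 5) in females. Its interaction was −1.69 (standard error 0.38, adjusted p = 0.041 from edgeR). With each of the 20 rats left out in turn, the number of miRNAs past the threshold ranged from 0 to 2, and it was 0 with the 2 I17 libraries exchanged (33 with an unadjusted p under 0.05). It was also 0 with DESeq2's size factors in edgeR (38 with an unadjusted p under 0.05), with 1 surrogate variable (48), and with a correction for GC content chosen after seeing the data (47). It was 6 with DESeq2, 3 with voom, and 3 with at least 10 counts in every library. Between SI females and SI males, 0 miRNAs had an adjusted p and 50 an unadjusted p under 0.05, and DESeq2 gave 5.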

For example, we found that in the female adBNST, miRNAs that are differentially expressed between SI and GH conditions are involved in cocaine and amphetamine addiction pathways as well as in estrogen and MAPK intracellular pathways. However, we found that only one miRNA (rno-miR-3084a/b/d) was differentially expressed between male and female GH controls. By comparing our rat miRNA expression profile based on the different housing conditions with already existing human miRNA data obtained from blood of individuals who experienced trauma (participants in the GTP), we identified nine miRNAs (that are conserved between humans and rats), as stress- and trauma-regulated miRNAs in rats and humans. This finding supports the utility of rodent studies in the effort to better characterize mechanisms underlying human psychopathology.

Adolescent SI has been shown to induce long-lasting effects on stress reactivity and increase anxiety-like behavior in adulthood, an effect that may be sex-specific (McCormick et al., 2004; Weintraub et al., 2010; Skelly et al., 2015). The current study shows that SI compared to GH induced a robust anxiogenic phenotype in female rats, but this effect did not reach significance in male rats. This is supported in the current study by the decreased % time spent in, and entries into, the open arms in females that underwent SI compared to GH conditions. Although we observed similar trends in the males, the effects were not significant. Indeed, our data suggest that it may be GH conditions that are more anxiogenic in males compared to females: quantitatively, GH females spent a greater % of time in the open arms than GH males, an effect that did not reach statistical significance. An early study showed that group housing and overcrowded cages produced a strong stress response in male rats but “calmed” females (Brown and Grunberg, 1995). This effect might be observed in the males due to the social hierarchy, that others have shown that can be anxiogenic in male rodents (Horii et al., 2017). Previous studies using a similar SI paradigm with adolescent onset in male Sprague-Dawley rats assessed anxiety-like behavior using an EPM and showed that control male rats demonstrate ∼40 s (13%) time spent in open arms (Bledsoe et al., 2011), percent lower than what we observed in the present study (18%). Our results are consistent with previous research showing that adult female rats that underwent adolescent SI demonstrated increased adrenal responses to acute or repeated stress (Weintraub et al., 2010). However, other studies using Long-Evans rats showed that adolescent SI is anxiogenic in male rats (Chappell et al., 2013).

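Which sex had more miRNAs past the threshold depended on the method. With miRNAs of at least 10 counts in every library, 307 in all, 40 passed in each sex (edgeR). With the 2 I17 libraries exchanged, 11 passed in males and 5 in females. With 1 surrogate variable, 48 passed in males and 1 in females, and with voom and sample quality weights, 87 and 3. More passed in females with DESeq2, in the edgeR fit without I10F (25 in males and 63 in females), and with a correction for GC content within each library (45 and 62), which was chosen after seeing the data.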

Consistent with the more robust anxiogenic phenotype observed in the SI female rats, we observed greater DE in miRNA expression in the female, compared to the male adBNST. Previous research has shown that adBNST is involved in anxiety-like behavior (Kim et al., 2013; Doura and Unterwald, 2016), which raises the possibility that the observed changes in miRNAs might promote anxiety-like behavior. There was little overlap of miRNA changes between males and females. 

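Across the 500 miRNAs tested, the log2 fold changes of males and females had a Pearson correlation of 0.13. Genes are not independent replicates, so it was set against housing labels shuffled within each sex in a way that parted as many same-numbered rats as the real labels. In these, 15 of 100 draws, the real one included, gave an r as high, and the highest was 0.25. Spearman's rho was 0.30, and among miRNAs with at least 10 counts in every library Pearson's r was 0.55. In the same kind of draw, 5 of 100 gave a rho as high as 0.30 and 1 of 100 an r as high as 0.55. Draws that ignored the animal numbers gave 3 of 100 for each. The draws for the r of 0.55 were chosen after results had been seen. With each of the 20 rats left out in turn, r over the 500 miRNAs stayed between 0.067 and 0.20.

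**Figure D1:**
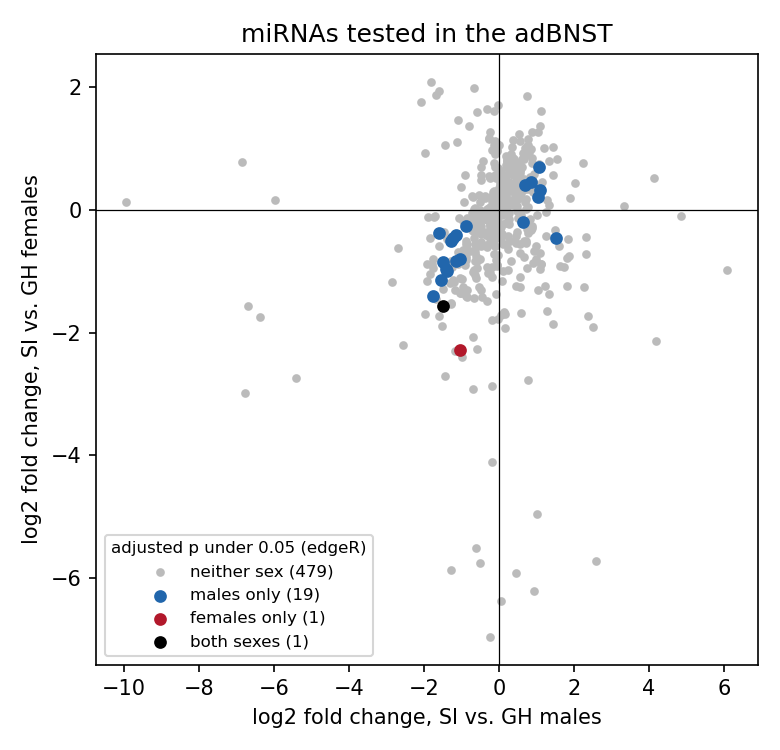
Log2 fold change of SI against GH rats in males (x axis) and females (y axis), with 1 point for each of the 500 miRNAs tested. Colour marks the sex in which the adjusted p from edgeR was under 0.05 (19 miRNAs in males only, 1 in females only, and 1 in both).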

A previous study by Pfau et al. (2016) using subchronic variable stress followed by small RNA sequencing in the nucleus accumbens (NAc) indicated little overlap of miRNA changes between males and females. In addition, this study also revealed that some miRNAs were up-regulated whereas others were down-regulated following stress (Pfau et al., 2016). Taken together, these findings suggest that males and females process stress differently.

Pathway analysis is a first-choice option to obtain better insight into the underlying biology of differentially expressed genes as it reduces complexity but has increased explanatory power (Khatri et al., 2012). MiRNA-related pathway analysis typically assesses mRNA target predictions (in some cases experimentally proven) followed by a targeted pathway analysis. In this study, we used DIANA miRPath v.3. (Vlachos et al., 2015) to assess pathways in which differentially expressed miRNAs can be involved. DIANA miRPath v.3 assesses miRNA–mRNA target interactions and has incorporated more than 600,000 experimentally supported miRNA targets (Vlachos et al., 2015). As multiple miRNAs have been shown to co-act to regulate molecular pathways, one of the advantages of DIANA miRPath v.3 is that it allows the identification of genes and pathways that are targeted by multiple miRNAs (Vlachos et al., 2015) (in our case minimum of three miRNAs regulating the same target gene). Thus, this type of pathway analysis can provide more biologically relevant results. In females, but not males, we found that DE miRNAs between SI and GH groups were implicated in addiction pathways. This result is intriguing, since SI has been shown to increase drug intake (Bozarth et al., 1989; Raz and Berger, 2010), and it has previously been suggested that miRNAs regulate interactions between stress and drug addiction (Doura and Unterwald, 2016). This finding is also consistent with human literature suggesting there is more of an association of childhood maltreatment and drug dependence in women compared to men (Enoch, 2011). In addition, our results indicate that DE miRNAs between SI and GH conditions in females only are involved in multiple other pathways, including the estrogen signaling pathway, the mitogen-activated protein kinase (MAPK) signaling pathway, the circadian entrainment pathway, and the axon guidance pathway. Further studies that assess the effects of these miRNAs on their relevant mRNA targets are required to confirm their involvement on the aforementioned pathways.

Quantitative real-time polymerase chain reaction (qRT-PCR) is a powerful tool to assess miRNA changes under different experimental conditions, but reliable results depend upon proper normalization to suitable reference genes (Mase et al., 2017). Although RNU6B is typically used for normalization of miRNA expression (Schwarzenbach et al., 2015), it is a small nucleolar RNA rather than a miRNA. Therefore, it lacks the biochemical characteristics of miRNAs (Schwarzenbach et al., 2015). In the current study, our small RNA sequencing results showed that miRNA miR-23b-3p is stably expressed in the adBNST, a finding supported by the small standard deviation (*SD* = 0.09) in expression among all samples. To validate the sequencing results and the utility of miR-23b-3p as a reference gene in the adBNST, we measured the expression of miR-23b-3p and RNU6B using qRT-PCR and confirmed that miR-23b-3p is stably expressed, thus providing a more biologically relevant approach to normalize miRNA expression in our adBNST samples (Supplementary Figure 4). In addition, using qRT-PCR we validated some of the miRNA sequencing results (miR-34c-5p, miR-760-3p, miR-770-3p, and miR-140-5p) and found similar changes to the small RNA sequencing study. These results support the reliability of results obtained using sequencing.

Genes that encode miRNAs are distributed across chromosomes individually or in clusters – typically within 10 Kb of each other (Ghorai and Ghosh, 2014). Our results indicate that most of the miRNA precursors that were DE between SI and GH conditions (9 in males and 11 in females) map onto Chromosome 6 (Figure 6), some of them within clusters, which suggests that their expression might be regulated simultaneously. Consistent with this observation, most rat miRNA genes (>60) have been shown to map onto Chromosome 6 (Ghorai and Ghosh, 2014). Of note, more than 50 miRNA genes have been shown to map onto Chromosome X, but no miRNA genes have been identified on Chromosome Y in the rat genome (Ghorai and Ghosh, 2014). These results suggest that most of sex-specific effects on miRNA regulation observed in this study are independent of miRNA gene expression on sex chromosomes, as only two DE miRNAs were found on the X chromosome and none on the Y chromosome.

**FIGURE 6:**
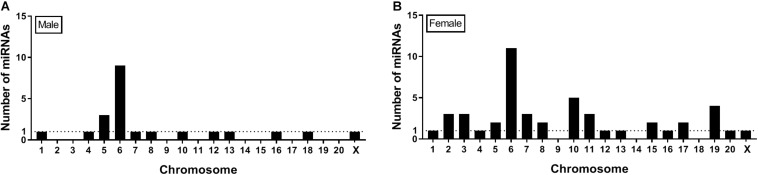
Location on chromosomes of miRNA precursors that are differentially expressed between SI and GH. Seqbuster of small RNA Seq reads were aligned to rat miRBase v21, which allowed for aligning of sequences to chromosomes. Most of the miRNA precursors that are differentially expressed between SI and GH are located on chromosome 6. **(A)** miRNA precursors that are differentially expressed between SI and GH in males only. **(B)** miRNA precursors that are differentially expressed between SI and GH in females only. GH, group housed; SI, socially isolated.

IsomiRs are mature miRNA isomers that vary in size by one or more nucleotides at the 3′- and/or 5′-end, with the 5′-end known as the “seed region.” Depending on where (3′- and/or 5′-end) those variations occur, the stability of the miRNA can be affected. Alternatively, 5′-isomiRs can target different mRNAs compared to the reference miRNA sequence due to shifts in the seed sequence (Tan et al., 2014). IsomiRs can be measured using small RNA sequencing and can differ between sexes (Guo et al., 2016). 

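Counts of isomiRs in the sexes moved with the method. When only the 10 rats of a sex were fitted, 39 isomiRs had an adjusted p under 0.05 in males and 0 in females (732 with an unadjusted p under 0.05; edgeR). With isomiRs of at least 10 counts in every library, 34 passed in males and 1 in females, and with voom and sample quality weights 18 and 0. With each rat of the sex left out in turn, the number ranged from 1 to 2 in males and from 0 to 3 in females. Leaving out a female moved the number in males to between 1 and 60, with the highest number in the fit without I16F. More isomiRs passed in females than in males when no count filter was used. They also did so with DESeq2's shrunken fold changes on reads without a mismatch and the 2 I17 libraries exchanged (81 in males and 134 in females), and with the same for isomiRs counted in at least 5 libraries (92 and 149). By the labels, these 2 settings gave more in males (140 and 69, and 106 and 73). These 4 settings were chosen after seeing the data. DESeq2's Wald test also gave more in males (39 and 23).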

The current study shows a greater level of isomiR DE in the female compared to the male adBNST between SI and GH conditions (Supplementary Tables 5, 6). These results, together with the overall miRNA analysis, suggest that SI (compared to GH) in females induced more changes in isomiRs compared to the males. Differences in isomiR expression between males and females might be the product of sex differences in the actions of DICER and/or DRHOSHA on isomiRs processing.

Sequencing approaches are also used to identify novel miRNAs, which can be species specific (Huang et al., 2017). In this study, we provide evidence that SI compared to GH housing conditions change the expression of five miRNAs that were not previously identified in the female adBNST, eight in the male adBNST, and one in both male and female adBNST (Supplementary Table 4). Future studies are necessary to assess the functional role of those miRNAs.

In a first step to translate our sex-specific and stress-induced miRNA findings to humans, we compared our DE miRNA data with the 15 differentially regulated miRNAs discovered in whole blood following childhood trauma as part of the GTP (Wingo et al., 2015). Importantly, the chronic SI stressor used in the rat studies had an adolescent onset and at least part of the behavioral and biological effects described here were influenced by the developmental aspects of SI during puberty (Varty et al., 1999). Similarly, childhood trauma can have effects on stress-related psychopathology (e.g., PTSD) linked to distinct transcriptional signatures in the blood (Mehta et al., 2013). In a small, but representative subset of the same population (Wingo et al., 2015), we were able to identify blood miRNAs linked to childhood traumatic stress and describe the overlap with the SI signature in rat adBNST. Most of those overlapping miRNAs are regulated by SI in females only (*n* = 5). However, we also found overlap between male-specific SI-regulated miRNAs (*n* = 2) as well as miRNAs that are regulated by SI in both males and females (*n* = 2). The overlapping miRNAs have not been described in a previous human study of PTSD (Daskalakis et al., 2018) and need to be replicated.

It is important to note that one of the limitations of the present study is that SI is a stressor but cannot be considered a traumatic event. Thus, both SI rats and humans that experienced traumatic events experienced stress. However, the intensity of the stressor cannot be considered identical as human individuals experienced more robust stressors. As there are no published studies assessing the effects of SI stress in humans on miRNA expression, the current human study that assessed the effects of childhood trauma on miRNA expression is the most relevant published study to perform a first assessment of the translational utility of our results. This obstacle could had been partially overcome if we had assessed other behaviors in SI rats that are more relevant to traumatic events in humans such as fear conditioning or fear potentiated startle. Importantly, those behaviors include a fear component which could also affect the expression of miRNAs making the effects of SI stress on miRNA expression more difficult to interpret. Our future studies will aim to assess those behaviors on SI rats as well as on overlapping rat-human stress-regulated miRNAs identified in this study.

## Conclusion

In conclusion, the current study shows that housing conditions (either SI or GH) during adolescence regulate miRNA and isomiR expression in a sex-specific manner in the sexually dimorphic area of the adBNST, raising the possibility that the development of sex-specific pharmacotherapies to treat anxiety-like disorders is essential. Furthermore, this study suggests that the comparison of rat and human miRNA data can reveal translationally relevant information that can be leveraged for treatment and/or diagnostic development.

## Data Availability Statement

The datasets generated for this study can be found in the You may view your GSE131289 study at GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131289.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Institutional Review Board of Emory University School of Medicine and Grady Memorial Hospital. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Animal Care and Use Committee of McLean Hospital.

## Author Contributions

MM and EC designed the experiments, analyzed the results, and wrote the manuscript. MM performed the rat studies and the qRT-PCR validation. LP performed the bioinformatic analysis of the small RNA sequencing study and wrote the corresponding part of the manuscript. DP punched the adBNST tissues. MR-G and SA performed the small RNA sequencing study. ND designed and performed the bioinformatic comparison of the rat small RNA sequencing data with the existing human data, wrote the corresponding part of the manuscript, and contributed to the interpretation of those results. KR collected the human data and contributed to the interpretation of the results. EA and FS contributed to the experimental design of the validation of the small RNA sequencing results.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Sex-Dependent Changes in miRNA Expression in the Bed Nucleus of the Stria Terminalis Following Stress
**Source:** Front Mol Neurosci. 2019 Oct 4;12:236. doi: 10.3389/fnmol.2019.00236
**Supplement:** Supplementary file 1

**Methods**

**Estradiol measurement using ELISA**

Estradiol levels in plasma were measured using an ELISA kit (E2 ELISA, Calbiotech, Inc). The sensitivity of the kit is <3 pg/ml. Absorbance of the colorimetric reaction was read at 450 nm with a microplate reader and the unknowns were compared to a standard curve to calculate estradiol concentrations.

**
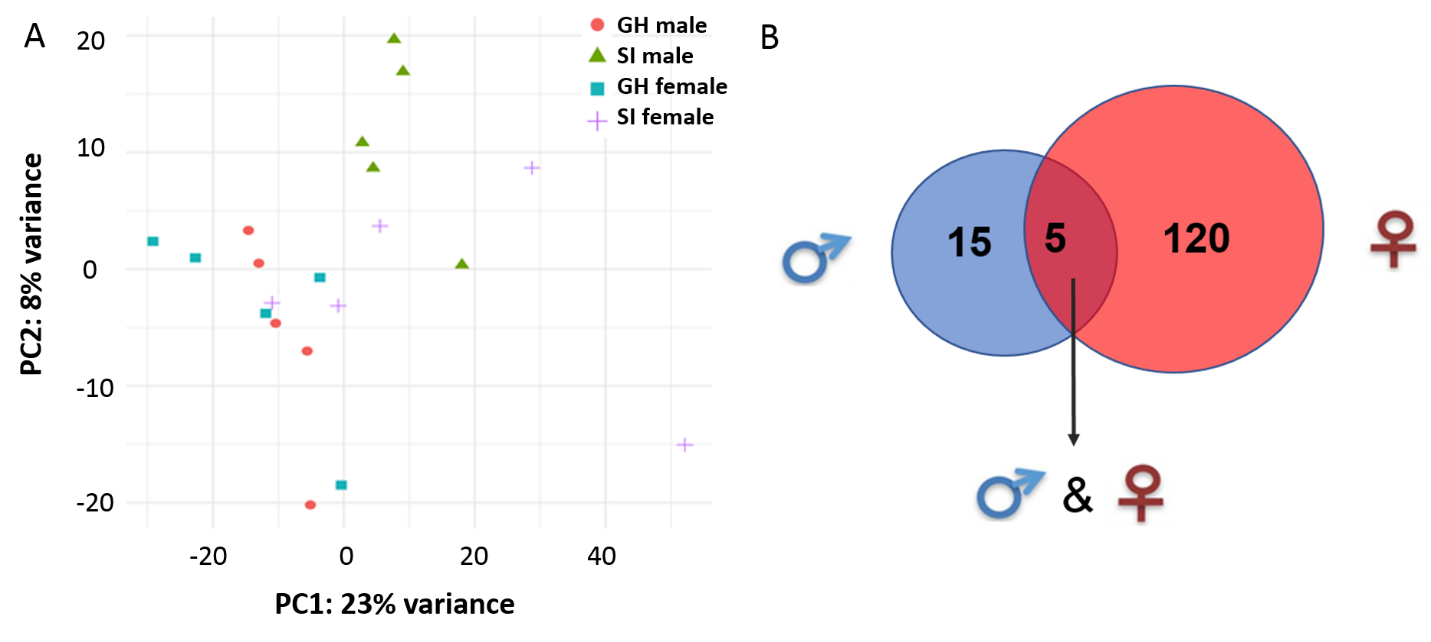
**

**Supplementary Figure 1.** Principal component analysis of isomiRs measured using small RNA sequencing and number of isomiRs that are differentially expressed between SI and GH in male and female anterodorsal bed nucleus of the stria terminalis (adBNST). **(A)** Principal component analysis showing the first two components of the regularized log2 transformed isomiR abundance data. Every dot represents a sample and they are colored by the condition information. **(B)** The Venn diagram that indicates the number of isomiRs that were significantly regulated by SI (compared to group-housed controls) in the adBNST in males only (blue), in females only (red), or in both males and females (overlap of blue and red). GH, group housed; SI, socially isolated.

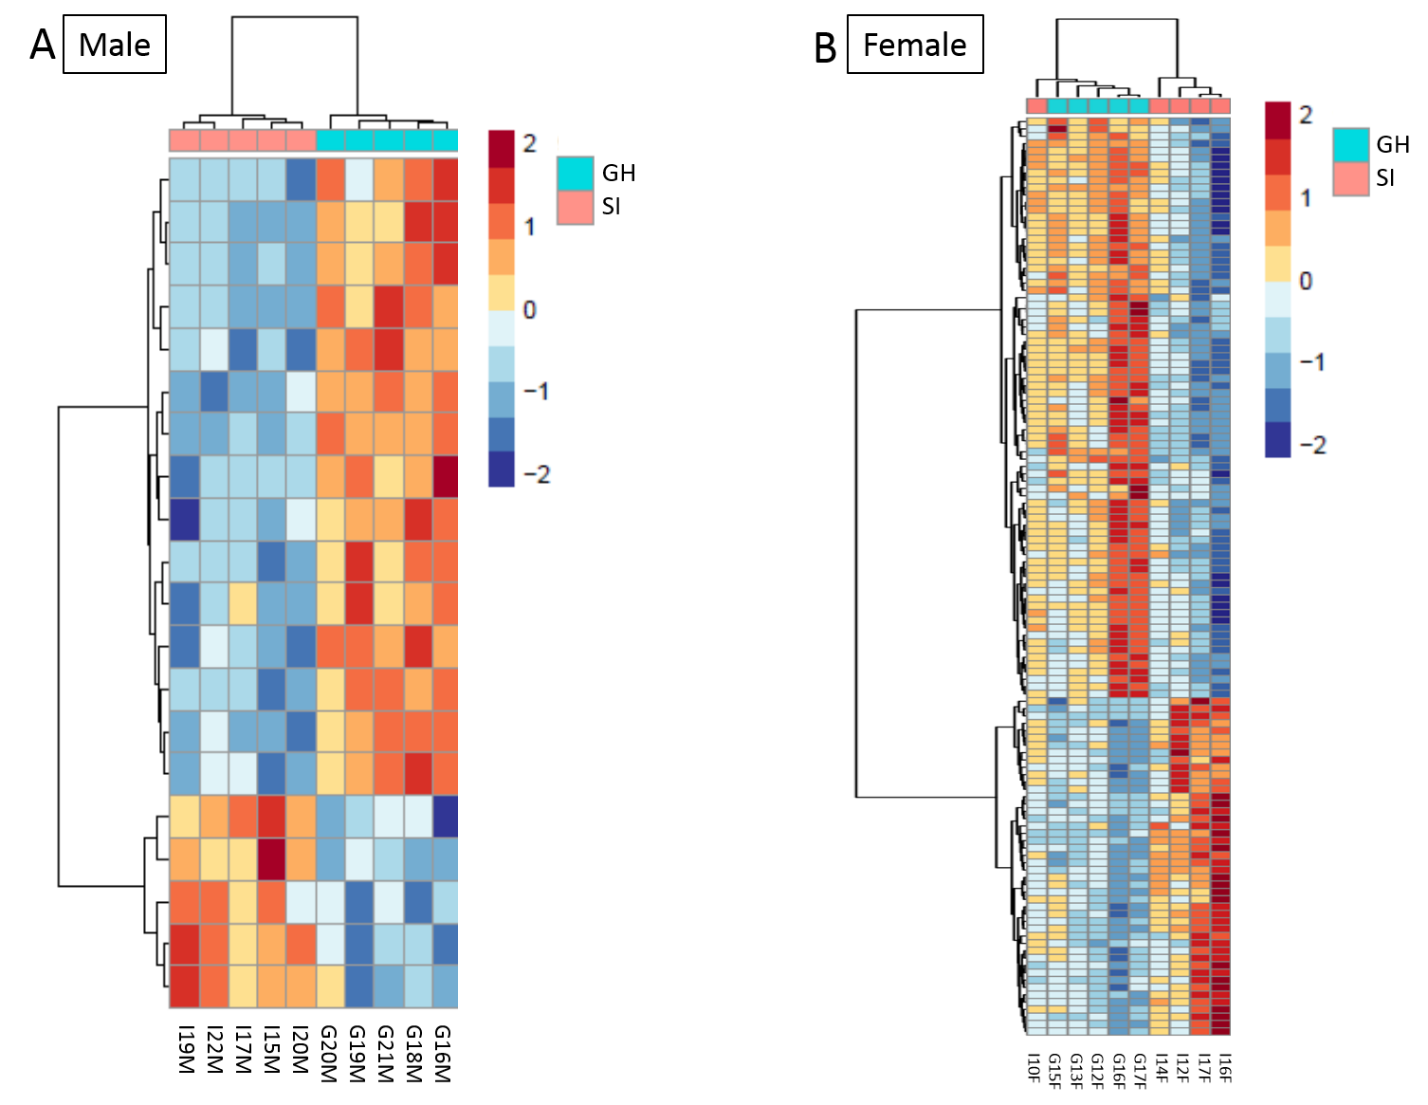

**Supplementary Figure 2.** Housing condition in adolescence induces sex-specific isomiR expression in the adBNST in adulthood. Small RNA sequencing was performed in samples of adBNST and differential expression (DE) analysis was performed to compare the expression levels between GH males vs SI males and GH females vs SI females. Color represents the isomiR z-score expression. The median of the expression is used for each group. **(A)** SI-regulated isomiRs in males and **(B)** SI-regulated isomiRs in females; n=5/group. GH, group housed; SI, socially isolated. For complete lists of DE expressed isomiRs in males and females, see **Supplementary Tables 5 and 6**.

**
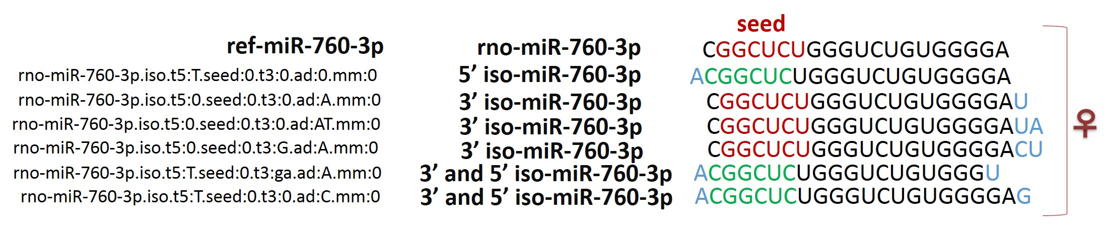
**

**Supplementary Figure 3.** Example of different isomiRs of miR-760-3p that were identified to be differentially expressed in SI compared to GH using small RNA sequencing in the female anterodorsal bed nucleus of the stria terminalis (adBNST). The first line shows the reference miR-760-3p and the lines below show different isomiRs that demonstrate additions of nucleotides in the -3p, -5p or -3p and -5p ends. Deletions of nucleotides can also be observed. Edits in the -5p end of the miRNA sequence can potentially shift the seed sequence.

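The reference sequence of miR-760-3p, CGGCTCTGGGTCTGTGGGGA, was read 152 ± 66.6 times per 1000000 miRNA reads (SD, n = 5) in GH females and 294 ± 198 (SD, n = 5) in SI females. Its log2 fold change in females was 0.92 (standard error 0.35, adjusted p = 0.35 from edgeR). Among the 7 forms listed by the paper, the most read had a T added at the 5′ end, TCGGCTCTGGGTCTGTGGGGA, with 177 ± 64.9 (SD, n = 5) in GH and 376 ± 233 (SD, n = 5) in SI females (log2 fold change 1.06, standard error 0.32, adjusted p = 0.32 from edgeR). With A added at the 3′ end, CGGCTCTGGGTCTGTGGGGAA had a log2 fold change of 1.38 (standard error 0.37) in females. With AT added, CGGCTCTGGGTCTGTGGGGAAT had 1.45 (standard error 0.40). All 7 forms listed by the paper had positive log2 fold changes in females, from 0.85 to 1.45, with adjusted p-values from 0.32 to 0.37 (edgeR). In males they ran from −0.01 to 1.08.

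**Figure D2:**
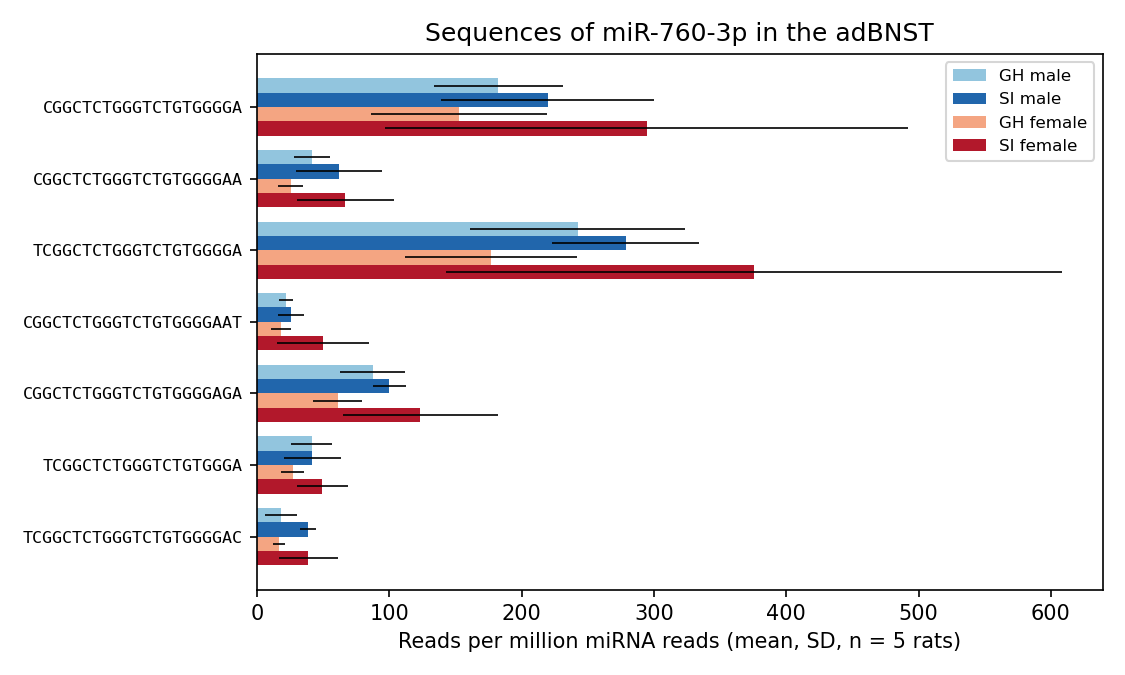
Reads per 1000000 miRNA reads (x axis) of 7 sequences of miR-760-3p (y axis) in the 4 groups. Bars are means and lines are SD over 5 rats, and the widest SD is that of TCGGCTCTGGGTCTGTGGGGA in SI females (233 reads per 1000000).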

**
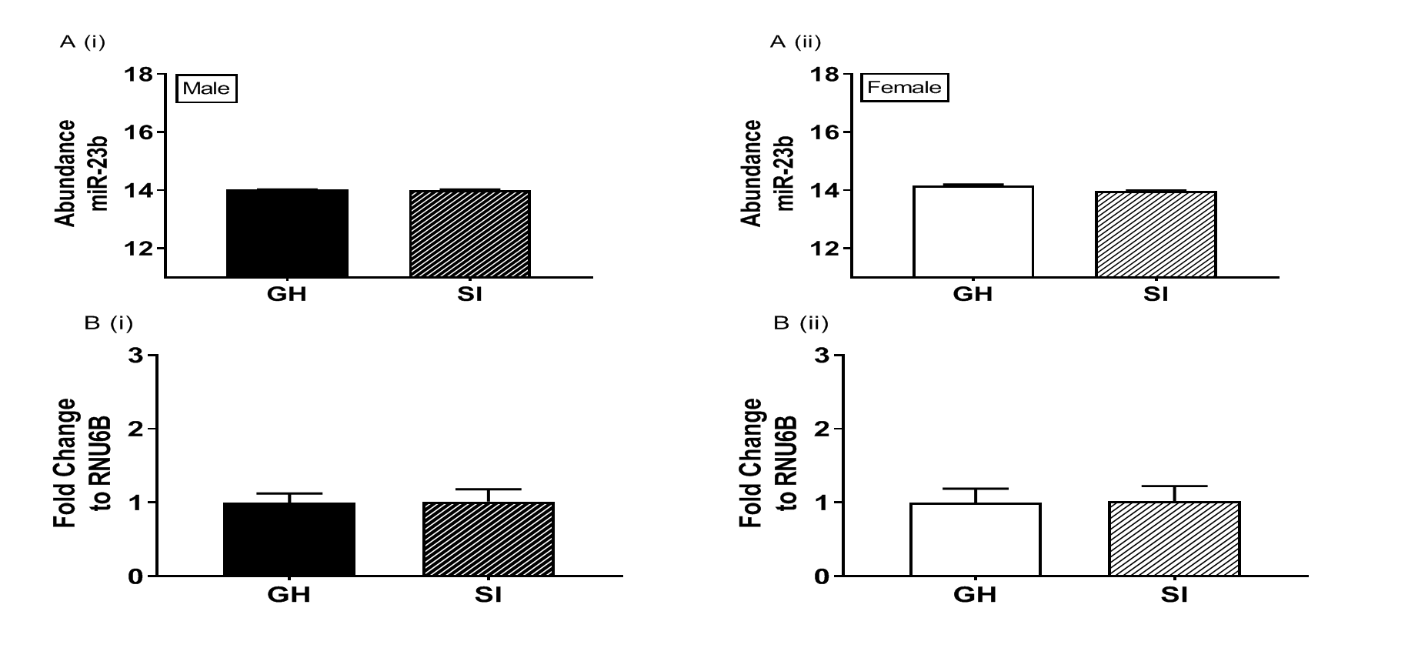
**

**Supplementary Figure 4.** MiR-23b-3p as a stable miRNA in the anterodorsal bed nucleus of the stria terminalis (adBNST). **(A)** MiR-23b-3p was identified to be stable in the adBNST using small RNA sequencing. **(B)** MiR-23b-3p and RNU6B were measured in the adBNST using qRT-PCR; miR-23b-3p expression was normalized to RNU6B to confirm that miR-23b-3p is stably expressed. GH, group housed; SI, socially isolated.

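The log2 normalized count of miR-23b-3p in the sequencing data was 14.10 ± 0.067 (SD, n = 5) in GH males, 14.08 ± 0.075 (SD, n = 5) in SI males, 14.28 ± 0.16 (SD, n = 5) in GH females, and 13.98 ± 0.16 (SD, n = 5) in SI females. The difference between SI and GH males of −0.02 was within the spread between rats (exact permutation test, two-sided, p = 0.68). The difference between SI and GH females was −0.29 (exact permutation test, two-sided, p = 0.032). The raw counts ran from 10666 to 29408 reads per library, so counting error is small beside the differences between rats.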

**Supplementary Figure 5.** Effects of housing condition during adolescence on estradiol levels in adulthood as measured by ELISA. GH, group housed; SI, socially isolated.

**miRNAs that are significantly regulated by SI in both males and females**

**Male expression**

| **miRNA ID** | baseMean | log2Fold  Change | lfcSE | stat | pvalue | padj |
| --- | --- | --- | --- | --- | --- | --- |
| **rno-miR-22-3p** | 8846.852 | -1.28071 | 0.25655 | -4.99206 | 5.97E-07 | 0.00023 |
| **rno-miR-341** | 722.431 | -1.16818 | 0.284211 | -4.11027 | 3.95E-05 | 0.002174 |
| **rno-miR-338-5p** | 11017.55 | 0.968016 | 0.239304 | 4.045133 | 5.23E-05 | 0.002517 |
| **rno-miR-136-3p** | 6012.404 | -1.20066 | 0.299838 | -4.00434 | 6.22E-05 | 0.00266 |
| **rno-miR-181c-5p** | 810.7187 | -1.30327 | 0.351744 | -3.70517 | 0.000211 | 0.006256 |
| **rno-miR-135b-5p** | 1555.17 | -1.13458 | 0.326921 | -3.47051 | 0.000519 | 0.0125 |
| **rno-miR-143-3p** | 60084.15 | -0.97005 | 0.284499 | -3.40966 | 0.00065 | 0.013077 |
| **rno-miR-434-5p** | 2409 | -0.86604 | 0.259343 | -3.33936 | 0.00084 | 0.015395 |
| **rno-miR-30e-5p** | 15160.15 | -0.95842 | 0.296613 | -3.23122 | 0.001233 | 0.019774 |
| **rno-miR-29a-3p** | 39082.99 | -0.91055 | 0.291877 | -3.11962 | 0.001811 | 0.02503 |
| **rno-miR-330-5p** | 3257.094 | -0.56553 | 0.19117 | -2.95827 | 0.003094 | 0.037221 |
| **rno-let-7d-5p** | 118683.1 | 0.658312 | 0.22703 | 2.899673 | 0.003736 | 0.042299 |

**Female expression**

| **miRNA ID** | baseMean | log2Fold Change | lfcSE | stat | pvalue | padj |
| --- | --- | --- | --- | --- | --- | --- |
| **rno-miR-22-3p** | 8846.852 | -1.47656 | 0.256514 | -5.75627 | 8.60E-09 | 3.13E-06 |
| **rno-miR-341** | 722.431 | -0.91583 | 0.283979 | -3.22499 | 0.00126 | 0.01433 |
| **rno-miR-338-5p** | 11017.55 | 0.695561 | 0.239302 | 2.906623 | 0.003654 | 0.027706 |
| **rno-miR-136-3p** | 6012.404 | -0.86134 | 0.29982 | -2.87284 | 0.004068 | 0.02946 |
| **rno-miR-181c-5p** | 810.7187 | -1.23056 | 0.35166 | -3.49928 | 0.000467 | 0.009553 |
| **rno-miR-135b-5p** | 1555.17 | -1.10078 | 0.326867 | -3.36767 | 0.000758 | 0.010134 |
| **rno-miR-143-3p** | 60084.15 | -0.78162 | 0.284496 | -2.74738 | 0.006007 | 0.036324 |
| **rno-miR-434-5p** | 2409 | -0.7951 | 0.25931 | -3.06623 | 0.002168 | 0.019727 |
| **rno-miR-30e-5p** | 15160.15 | -1.1092 | 0.29661 | -3.73958 | 0.000184 | 0.008387 |
| **rno-miR-29a-3p** | 39082.99 | -0.98995 | 0.291875 | -3.39167 | 0.000695 | 0.009725 |
| **rno-miR-330-5p** | 3257.094 | -0.56295 | 0.191098 | -2.94589 | 0.00322 | 0.025447 |
| **rno-let-7d-5p** | 118683.1 | 0.594875 | 0.22703 | 2.620242 | 0.008787 | 0.047737 |

**Supplementary Table 1**. List of miRNAs that were differentially regulated between social isolation (SI) and group housed (GH) conditions in both male and female anterodorsal bed nucleus of the stria terminalis (adBNST).

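The values of the table are log2 fold changes of SI against GH rats, made by the paper with DESeq2 from counts in which all isomiRs of a miRNA were added, together with their adjusted p-values. A negative value means a lower level in SI rats.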

**SI-regulated miRNAs in males**

| id | baseMean | log2FoldChange | lfcSE | stat | pvalue | padj |
| --- | --- | --- | --- | --- | --- | --- |
| rno-miR-22-3p | 8846.9 | -1.28 | 0.26 | -4.99 | 5.97E-07 |  |
| rno-miR-25-3p | 6589.2 | 0.80 | 0.19 | 4.33 | 1.50E-05 | 0.0014 |
| rno-miR-378a-3p | 8126.9 | 0.96 | 0.22 | 4.45 | 8.49E-06 | 0.0014 |
| rno-miR-873-5p | 1224.5 | -1.19 | 0.27 | -4.38 | 1.21E-05 | 0.0014 |
| rno-miR-300-3p | 4028.0 | -1.09 | 0.26 | -4.16 | 3.25E-05 | 0.0022 |
| rno-miR-341 | 722.4 | -1.17 | 0.28 | -4.11 | 3.95E-05 | 0.0022 |
| rno-miR-34a-5p | 639.2 | 1.25 | 0.30 | 4.13 | 3.66E-05 | 0.0022 |
| rno-miR-338-5p | 11017.6 | 0.97 | 0.24 | 4.05 | 5.23E-05 | 0.0025 |
| rno-miR-136-3p | 6012.4 | -1.20 | 0.30 | -4.00 | 6.22E-05 | 0.0027 |
| rno-miR-148b-3p | 18916.3 | 1.05 | 0.27 | 3.89 | 9.88E-05 | 0.0038 |
| rno-miR-411-5p | 11719.3 | -1.21 | 0.32 | -3.85 | 0.0001 | 0.0041 |
| rno-miR-221-3p | 13972.8 | 0.94 | 0.25 | 3.80 | 0.0001 | 0.0047 |
| rno-miR-181c-5p | 810.7 | -1.30 | 0.35 | -3.71 | 0.0002 | 0.0063 |
| rno-miR-666-3p | 661.6 | -1.12 | 0.31 | -3.64 | 0.0003 | 0.0074 |
| rno-miR-127-5p | 3298.0 | -0.95 | 0.26 | -3.61 | 0.0003 | 0.0080 |
| rno-miR-135b-5p | 1555.2 | -1.13 | 0.33 | -3.47 | 0.0005 | 0.0125 |
| rno-miR-204-3p | 398.1 | 1.43 | 0.42 | 3.43 | 0.0006 | 0.0130 |
| rno-miR-30c-5p | 39487.8 | 0.55 | 0.16 | 3.43 | 0.0006 | 0.0130 |
| rno-miR-143-3p | 60084.1 | -0.97 | 0.28 | -3.41 | 0.0007 | 0.0131 |
| rno-miR-423-3p | 6952.3 | -0.70 | 0.20 | -3.40 | 0.0007 | 0.0131 |
| rno-miR-434-5p | 2409.0 | -0.87 | 0.26 | -3.34 | 0.0008 | 0.0154 |
| rno-miR-34b-3p | 3991.2 | 1.07 | 0.33 | 3.27 | 0.0011 | 0.0191 |
| rno-miR-543-5p | 77.2 | -1.39 | 0.43 | -3.25 | 0.0012 | 0.0193 |
| rno-miR-30e-5p | 15160.1 | -0.96 | 0.30 | -3.23 | 0.0012 | 0.0198 |
| rno-miR-376a-3p | 298.5 | -1.08 | 0.34 | -3.17 | 0.0015 | 0.0235 |
| rno-miR-7b | 64372.7 | 0.46 | 0.15 | 3.14 | 0.0017 | 0.0248 |
| rno-miR-204-5p | 15658.3 | 1.31 | 0.42 | 3.11 | 0.0019 | 0.0250 |
| rno-miR-29a-3p | 39083.0 | -0.91 | 0.29 | -3.12 | 0.0018 | 0.0250 |
| rno-miR-376b-3p | 2216.0 | -1.03 | 0.33 | -3.11 | 0.0019 | 0.0250 |
| rno-let-7g-5p | 178387.6 | 0.49 | 0.16 | 3.07 | 0.0022 | 0.0279 |
| rno-miR-434-3p | 91232.6 | 0.58 | 0.19 | 3.01 | 0.0026 | 0.0322 |
| rno-miR-330-5p | 3257.1 | -0.57 | 0.19 | -2.96 | 0.0031 | 0.0372 |
| rno-miR-383-5p | 3793.8 | 0.81 | 0.28 | 2.95 | 0.0032 | 0.0377 |
| rno-let-7d-5p | 118683.1 | 0.66 | 0.23 | 2.90 | 0.0037 | 0.0423 |
| rno-miR-199a-3p | 351.6 | 0.86 | 0.30 | 2.89 | 0.0039 | 0.0428 |
| rno-miR-671 | 631.3 | 0.77 | 0.27 | 2.87 | 0.0042 | 0.0445 |
| rno-miR-329-5p | 890.4 | 0.78 | 0.27 | 2.84 | 0.0045 | 0.0473 |

**Supplementary Table 2**. List of miRNAs that were that were differentially regulated between social isolation (SI) and group housed (GH) conditions in male anterodorsal bed nucleus of the stria terminalis (adBNST).

**SI-regulated miRNAs in females**

**Supplementary Table 3**. List of miRNAs that were that were differentially regulated between social isolation (SI) and group housed (GH) conditions in female anterodorsal bed nucleus of the stria terminalis (adBNST).

**SI-regulated novel miRNAs in males only**

| Novel miRNA ID | Base  Mean | log2FoldChange | lfcSE | stat | pvalue | padj |
| --- | --- | --- | --- | --- | --- | --- |
| rno-10_3509-5p | 7548.2 | 0.95 | 0.23 | 4.05 | 5E-05 | 0.006 |
| rno-6_21996-3p | 291.8 | -1.54 | 0.39 | -3.92 | 9E-05 | 0.006 |
| rno-X_27201-5p | 14118.8 | 0.93 | 0.27 | 3.45 | 0.001 | 0.018 |
| rno-1_1220-3p | 391.1 | 1.65 | 0.50 | 3.32 | 0.001 | 0.019 |
| rno-4_17822-5p | 66.2 | 1.68 | 0.50 | 3.35 | 0.001 | 0.019 |
| rno-18_12068-5p | 61350.6 | -1.06 | 0.32 | -3.26 | 0.001 | 0.021 |
| rno-1_1220-5p | 15435.8 | 1.54 | 0.52 | 2.98 | 0.003 | 0.040 |
| rno-6_21904-5p | 2686.1 | -0.83 | 0.28 | -3.01 | 0.003 | 0.040 |

**SI-regulated novel miRNAs in females only**

| Novel miRNA ID | Base  Mean | log2FoldChange | lfcSE | stat | pvalue | padj |
| --- | --- | --- | --- | --- | --- | --- |
| rno-19_12349-5p | 13016.0 | -1.40 | 0.33 | -4.21 | 3E-05 | 0.004 |
| rno-6_21996-5p | 6841.1 | 0.99 | 0.27 | 3.65 | 0.000 | 0.018 |
| rno-7_23643-3p | 1201.5 | 0.89 | 0.28 | 3.22 | 0.001 | 0.036 |
| rno-9_26461-5p | 1012.5 | 0.81 | 0.25 | 3.25 | 0.001 | 0.036 |
| rno-7_23643-5p | 6854.3 | -1.05 | 0.34 | -3.07 | 0.002 | 0.050 |

**SI-regulated novel miRNAs in males and females**

| Male |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| rno-19_12701-5p | 830.8 | -1.46 | 0.41 | -3.58 | 0.000 | 0.015 |
| Female |  |  |  |  |  |  |
| rno-19_12701-5p | 830.8 | -1.36 | 0.41 | -3.35 | 0.001 | 0.036 |

**Supplementary Table 4**. List of novel miRNAs that were identified in a small RNA sequencing study to be differentially regulated between social isolation (SI) and group housed (GH) conditions in the male and female anterodorsal bed nucleus of the stria terminalis (adBNST).

**SI-regulated isomiRs in males**

| Idiiiii | | baseMean | log2FoldChange | lfcSE | stat | pvalue | padj |
| --- | --- | --- | --- | --- | --- | --- | --- |
| rno-miR-423-3p.iso.t5:0.seed:0.t3:0.ad:TT.mm:0 | 354.7482 | | -1.57816 | 0.308131 | -5.12173 | 3.03E-07 | 0.003383 |
| rno-miR-101a-3p.iso.t5:0.seed:0.t3:a.ad:CT.mm:0 | 241.7961 | | -1.91254 | 0.391646 | -4.88334 | 1.04E-06 | 0.003885 |
| rno-miR-22-3p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 7184.945 | | -1.63039 | 0.333483 | -4.88897 | 1.01E-06 | 0.003885 |
| rno-miR-136-3p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 2115.176 | | -1.53128 | 0.344893 | -4.43986 | 9.00E-06 | 0.020115 |
| rno-miR-300-3p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 944.1475 | | -1.2905 | 0.289531 | -4.45721 | 8.30E-06 | 0.020115 |
| rno-miR-370-3p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 1694.547 | | -1.22699 | 0.28016 | -4.37959 | 1.19E-05 | 0.021385 |
| rno-miR-383-5p.iso.t5:0.seed:0.t3:CT.ad:0.mm:0 | 540.2611 | | 1.214584 | 0.27899 | 4.353504 | 1.34E-05 | 0.021385 |
| rno-let-7i-5p.iso.t5:0.seed:0.t3:0.ad:T.mm:0 | 6112.237 | | 0.732001 | 0.178004 | 4.11226 | 3.92E-05 | 0.025751 |
| rno-miR-101a-3p.iso.t5:G.seed:0.t3:aa.ad:0.mm:0 | 937.08 | | -1.71246 | 0.416116 | -4.11535 | 3.87E-05 | 0.025751 |
| rno-miR-136-3p.ref.t5:c.seed:0.t3:0.ad:0.mm:0 | 2232.66 | | -1.45064 | 0.347981 | -4.16873 | 3.06E-05 | 0.025751 |
| rno-miR-148b-3p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 8985.699 | | 1.151454 | 0.273259 | 4.213774 | 2.51E-05 | 0.025751 |
| rno-miR-221-3p.iso.t5:0.seed:0.t3:c.ad:T.mm:0 | 716.5957 | | 1.156205 | 0.277817 | 4.161743 | 3.16E-05 | 0.025751 |
| rno-miR-411-5p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 5384.32 | | -1.42245 | 0.345073 | -4.12218 | 3.75E-05 | 0.025751 |
| rno-miR-423-3p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 3719.737 | | -0.95573 | 0.227881 | -4.194 | 2.74E-05 | 0.025751 |
| rno-miR-434-3p.ref.t5:0.seed:0.t3:t.ad:0.mm:0 | 10415.66 | | 0.92957 | 0.217129 | 4.281188 | 1.86E-05 | 0.025751 |
| rno-miR-708-3p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 327.0662 | | -1.17289 | 0.282247 | -4.15552 | 3.25E-05 | 0.025751 |
| rno-miR-873-5p.iso.t5:T.seed:0.t3:cct.ad:0.mm:0 | 349.1707 | | -1.43037 | 0.338677 | -4.22341 | 2.41E-05 | 0.025751 |
| rno-miR-135b-5p.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 1176.405 | | -1.58306 | 0.391571 | -4.04286 | 5.28E-05 | 0.032777 |
| rno-miR-300-3p.ref.t5:0.seed:0.t3:tc.ad:0.mm:0 | 1676.684 | | -1.24559 | 0.310803 | -4.00765 | 6.13E-05 | 0.036063 |
| rno-miR-676.ref.t5:0.seed:0.t3:0.ad:0.mm:0 | 510.3557 | | -1.1982 | 0.304672 | -3.93274 | 8.40E-05 | 0.046918 |

**Supplementary Table 5**. List of isomiRs that were differentially regulated between social isolation (SI) and group housed (GH) conditions in male anterodorsal bed nucleus of the stria terminalis (adBNST). If the name of the isomiR includes the term “iso” that means that this is an isomiR while the term “ref” refers to the reference miRNA sequence. “t5” indicates the 5p end and “t3” indicates the 3p end of the miRNA sequence; if “t5” or “t3” it’s followed by the 0 that means that there are no edits in that sequence. If additional nucleotides are presented with upper cases (ie T), this indicates additions. If additional nucleotides are presented with lower cases (ie t), this indicates deletion. “Seed” refers to changes in the nts in the seed region and is followed by 0 that indicated no changes in the seed sequence as our study did not identify any miRNAs that had changes in the seed region. Finally, the code “mm” corresponds to a mismatch in nts and if 0 means that there were no mismatches.

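A name therefore gives the miRNA, whether the form is the reference, and then each difference from it in turn. Reads with the same fields were counted together for each library, which is how the isomiRs tested here were formed from the deposited sequences.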

**SI-regulated isomiRs in females**

**Supplementary Table 6**. List of isomiRs that were differentially regulated between social isolation (SI) and group housed (GH) conditions in female anterodorsal bed nucleus of stria terminalis (adBNST). If the name of the isomiR includes the term “iso” that means that this is an isomiR while the term “ref” refers to the reference miRNA sequence. “t5” indicates the 5p end and “t3” indicates the 3p end of the miRNA sequence; if “t5” or “t3” it’s followed by the 0 that means that there are no edits in that sequence. If additional nucleotides are presented with upper cases (ie T), this indicates additions. If additional nucleotides are presented with lower cases (ie t), this indicates deletion. “Seed” refers to changes in the nts in the seed region and is followed by 0 that indicated no changes in the seed sequence as our study did not identify any miRNAs that had changes in the seed region. Finally, the code “mm” corresponds to a mismatch in nts and if 0 means that there were no mismatches.

| **Characteristics** |  |
| --- | --- |
| **N=21**  **Age** | 44.05±2.91 |
| **Sex (% female)** | 66.66% |
| **Race (% of African American)** | 100% |
| **% PTSD** | 52.4% |
| **% Depression** | 57.1% |
|  |  |

**Supplementary Table 7**. Characteristics of the human participants in the Grady Trauma Project (GTP) sample analyzed in this study.

How the deposited data were processed for this re-analysis (not part of the article)

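Small RNA of the adBNST was sequenced in 20 rats, 5 in each group of housing (GH or SI) and sex. The authors trimmed adapters with cutadapt, collapsed identical reads, aligned them to the rat hairpins of miRBase with seqbuster, and deposited for each library the count of reads of every distinct sequence with its miRNA, its mismatch, its added nucleotides, and its differences from the reference at both ends. These counts were whole numbers of at least 2 and were not normalized. The paper's text gives miRBase v21 and no version of cutadapt, seqbuster, or DESeq2.

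Counts were summed to miRNAs, with reads that match several miRNAs counted for each, and to isomiRs, taken as the miRNA together with its mismatch, addition, and end fields. miRNAs and isomiRs with at least 10 counts in at least 5 of the 20 libraries were tested, which left 500 miRNAs and 10290 isomiRs. Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3, and 1 model with the 4 groups was fitted with edgeR's quasi-likelihood F test. The contrasts were SI against GH in males and in females, females against males in GH and in SI rats, and the interaction of housing and sex. Adjusted p-values are Benjamini-Hochberg values over all features tested in a contrast, with a threshold of 0.05. Standard errors were derived from the log2 fold change and its F statistic. DESeq2 1.42.0, which the authors used, was run as an alternative with its Wald test, without the count filter and with its own independent filtering, on 586 miRNAs and 62741 isomiRs with p-values, so tool and filter changed together. The paper's methods name the tool and the threshold, and leave open the filter on low counts and the model.

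The PCA used the regularized log2 of DESeq2 for the 500 most variable miRNAs. For isomiRs it used edgeR's log2 CPM of the 500 most variable of those tested. Distances to the group centroid on the first 2 components were compared between 10 females and 10 males with 100000 permutations. Comparisons of 5 rats with 5 used exact permutation tests, two-sided, over the 252 assignments, whose smallest p is 0.0079. With 100000 permutations the smallest p is 1e-05. Shares on chromosome 6 were compared with Fisher's exact test, two-sided, with the other placed miRNAs tested as background. Chromosomes were taken by name from the annotation of GRCr8, and its coordinates were used only to order the genes on chromosome 6. These computations used Python 3.11.15 with pandas 2.3.3, scipy 1.17.1, and numpy 2.4.6.

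The miRNAs named in the text are every miRNA that the paper names for the rat sequencing and, for each contrast, up to 5 with the largest absolute log2 fold change among those past the threshold whose 5 rats of one group all lie on one side of the 5 of the other. For isomiRs, they are the forms of miR-760-3p in Supplementary Figure 3 and up to 3 with the lowest adjusted p in each sex.

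Between 3428930 and 11383055 miRNA reads were counted per library. Reads carry no molecular identifiers here, so counting error does not cover differences between molecules amplified by PCR. On simulated counts drawn from the means and library sizes of these libraries, with 200 of the 500 miRNAs changed, edgeR recovered 34.0% of those changed by 1 on the log2 scale and 67.5% of those changed by 2, and DESeq2 46.5% and 72.0%. With 200 of the 10290 isomiRs changed, edgeR recovered 1.00% and 10.5%. DESeq2 recovered 7.00% and 29.5% of them, and 62.2% and 43.8% of its calls were isomiRs that had not been changed. In these simulations DESeq2 was run on the miRNAs and isomiRs past the count filter. Its reported counts come from fits without that filter, which these shares do not describe.

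The samples were grouped by their labels. For the 2 SI rats numbered I17 the labels and the file names give opposite sexes, and both assignments were run. Some animal numbers occur in both housing groups of a sex, in 2 pairs of males and 3 pairs of females. The numbers come from the animal labels, and the paper describes no pairing, so the reported values have no block and the block was an alternative. Libraries were compared in 190 pairs, and none was a copy of another, the lowest chi-square per degree of freedom being 79.0.

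The settings above, the rule for named miRNAs, and most alternatives were chosen before the data were examined. These alternatives were DESeq2's size factors, DESeq2's Wald test, no count filter, at least 10 counts in every library, only the groups compared, each rat left out in turn, the 2 I17 libraries exchanged, 1 surrogate variable (sva 3.50.0), limma 3.58.1 voom with sample quality weights, reads of a single miRNA, reads without a mismatch, and the block. Another 8 settings were chosen after the data had been seen, namely DESeq2 with the 2 I17 libraries exchanged, DESeq2 with shrunken fold changes in several combinations, and a correction for GC content within each library. For the counts of miRNAs and isomiRs in males, in females, and between GH females and GH males, and of miRNAs between SI females and SI males, the real split of the rats was compared with all splits that part as many same-numbered rats and with 100 splits drawn without that condition. For the interaction, the overlap of the sexes, and the correlation of their fold changes, which concern miRNAs, both kinds were 100 drawn relabelings. The other counts of isomiRs, and those of non-reference forms, were not compared with other splits.

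The qRT-PCR, the behaviour, the human data, the predicted targets, and the pathways were not analysed here.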

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

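The comparison of both assignments of the I17 libraries with the paper's tables was chosen only after the results had been seen, and so was the decision that a marker test with few marker reads settles nothing. In 192 groups of 5 rats, the gap between the farthest rat and the nearest other was divided by the range of the group. In 20 groups the ratio was above 0.71, where chance gives about 1 in 20 groups, and 3 of the 20 are the same reads under the names miR-3084a-3p, miR-3084b-3p, and miR-3084d. A single rat far from its group has no condition of its own, so no biological explanation was tested for these.

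The SI male I17M lay apart from the other SI males on PC1 (ratio 0.732) and had the lowest counts of miR-181c-5p (0.761), let-7i-5p (0.744), and miR-543-5p (0.722). The SI female I17F lay apart on PC2 (0.725). A candidate explanation is that these 2 libraries are crossed between the sample labels and the file names. If they were, fold changes with the libraries exchanged would lie closer to the paper's. With DESeq2's shrunken fold changes, the median absolute difference from the paper's 105 values was 0.0039 with the libraries exchanged and 0.070 by the labels, and 103 of the 105 were closer when exchanged. This shows which assignment the paper's numbers follow. It does not show which of the 2 rats was male, and a mislabelled library remains open.

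The SI male I20M had the highest counts of miR-204-5p (ratio 0.877) and miR-34c-5p (0.735) among SI males and lay apart on PC2 (0.845). RNA from the ventricular lining, which could enter a punch, was weighed with 7 other miRNAs of that tissue as markers. Over the 20 libraries, miR-204-5p did not vary with their mean (Pearson's r = 0.013, permutation p = 0.96; Spearman's rho = −0.042, permutation p = 0.86; r = 0.022 without the 2 farthest libraries). For miR-34c-5p, r was 0.46 (permutation p = 0.043, 0.13 after Benjamini-Hochberg adjustment over 3 relations; rho = 0.43, permutation p = 0.059) and 0.31 without the 2 farthest libraries, so the relation rests on them in part. The median count of the markers was 6 reads, which is too few to exclude the explanation, so I20M cannot be told apart from a punch with lining RNA.

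The SI female I16F had no reads of miR-140-5p (ratio 0.742), the lowest count of miR-369-5p (0.813), and the fewest distinct sequences at equal depth (0.723), 10750 against 14178 for the next SI female. A library of low complexity is a candidate explanation, since PC1, on which I16F was the highest of all rats, fell with the number of distinct sequences over the 20 libraries (r = −0.69). Low complexity and a response of this rat cannot be told apart.

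The other rats at the end of a group were I10F, lowest of SI females for miR-3084a-3p (ratio 0.851), G16F, lowest of GH females for miR-341 (0.755), and G12F, lowest of GH females for miR-543-5p (0.723). Among GH males they were G19M, lowest for miR-140-5p (0.874), G20M, lowest for miR-143-3p (0.722), and G21M, lowest for miR-434-5p (0.793) and highest for miR-98-5p (0.746). No explanation was tested for these 7 ratios.

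For miR-34a-5p and miR-30b-5p the effect of housing differed between males and females, with interactions of −1.99 and −1.69 (adjusted p = 0.041 for both, from edgeR). Over 100 draws in which the sex labels were exchanged within each housing group and parted as many same-numbered rats as the real ones, 1 draw, the real one, gave as many miRNAs past the threshold. With the sex labels drawn without that condition it was 2 of 100. A mislabelled library remains a candidate explanation, since with the 2 I17 libraries exchanged the interactions were −1.80 and −1.32 (adjusted p = 0.41 and 0.43 from edgeR). With a correction for GC content within each library, chosen after seeing the data, they were −1.86 and −1.10 (adjusted p = 0.097 and 0.52 from edgeR). Of the 20 fits that each left out 1 rat, miR-34a-5p lost its adjusted p under 0.05 in 15 and miR-30b-5p in 17. Both also lost it with DESeq2's size factors (adjusted p = 0.059) and with 1 surrogate variable (adjusted p = 0.077, both from edgeR). Both kept it with DESeq2's Wald test, voom, no count filter, at least 10 counts in every library, reads of a single miRNA, and reads without a mismatch. A sex difference in the response of these 2 miRNAs is a hypothesis that these libraries cannot separate from the assignment of the I17 libraries.

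The isomiR of miR-877 with AA added was not read in any of the 5 SI males and was read 27 to 99 times in the SI females, 11 to 87 times in the GH males, and 7 to 132 times in the GH females. Its interaction of housing and sex was 8.89 (standard error 1.23, adjusted p = 0.032 from edgeR). SI females against SI males, a comparison on which the paper does not report for isomiRs, gave 8.74 (standard error 1.06, adjusted p = 0.0066 from edgeR). Both kept their direction with reads of a single miRNA (8.88 and 8.75), so reads shared with another miRNA are not the source. With the 2 I17 libraries exchanged they were 3.32 and 3.17 (adjusted p = 0.96 and 0.55 from edgeR), so crossed libraries could change this result. The comparison of SI females with SI males also lost its adjusted p when only these groups were fitted (8.93, adjusted p = 0.61 from edgeR). The interaction did so with voom (6.77, adjusted p = 0.12), with reads without a mismatch (8.85, adjusted p = 0.081 from edgeR), and with 1 surrogate variable (8.55, adjusted p = 0.053 from edgeR). With each of the 20 rats left out in turn, the interaction stayed between 8.30 and 9.50. It lost its adjusted p under 0.05 in 11 of these fits. The labels name no library batch, so a step shared by the libraries of SI males could not be tested. No biological explanation can be separated from these.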

How the results depend on the processing

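The DESeq2 fits with the 2 I17 libraries exchanged, those with shrunken fold changes, and the GC correction were chosen after the data had been seen. Counts below are features with an adjusted p under 0.05, and a count is called changed when it is more than 1.5 times the reported count or less than its inverse. The cause was not tested for any of these changes.

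The reported counts of miRNAs were 20 in males, 2 in females, and 1 in both sexes. DESeq2's Wald test, run on 586 miRNAs without the count filter, gave 52, 67, and 17. A minimum of 10 counts in every sample gave 40, 40, and 11. Fitting only the groups compared gave 89, 0 (77 with an unadjusted p under 0.05), and 0. With the I17 libraries exchanged, 11 passed in males and 5 in females. With 1 surrogate variable it was 48 and 1, and voom with sample quality weights gave 87 in males and 2 in both sexes. The replicate block over shared animal numbers, with 4 males and 6 females, gave 2, 0 (80 with an unadjusted p under 0.05), and 0. Of the settings chosen after seeing the data, DESeq2 with the I17 libraries exchanged gave 50, 83, and 16, DESeq2 with shrunken fold changes 51, 66, and 17, the same with the I17 libraries exchanged 48, 80, and 15, and the GC correction 45, 62, and 12. DESeq2's size factors, no count filter, reads of a single miRNA, and reads without a mismatch kept all 3 counts within 1.5 times. Which sex had more miRNAs therefore depended on the setting.

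Between GH females and GH males the reported count was 0 (12 with an unadjusted p under 0.05). DESeq2 gave 5, or 3 with the I17 libraries exchanged, 3 with shrunken fold changes, and 3 with both. In each of these settings, 3 are miR-3084a-3p, miR-3084b-3p, and miR-3084d, which are a single measurement. Between SI females and SI males it was 0 (50 with an unadjusted p under 0.05), and DESeq2 gave 5, or 1 with the I17 libraries exchanged. For the interaction the reported count was 2. DESeq2 gave 6. It was 0 with DESeq2's size factors in edgeR (38 with an unadjusted p under 0.05), with the I17 libraries exchanged (33), with 1 surrogate variable (48), with DESeq2 and the I17 libraries exchanged (41), and with the GC correction (47). Only the groups compared gives no value for the interaction, and the block gives none for the interaction or between the sexes.

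The reported counts of isomiRs were 1 in males, 0 in females (949 with an unadjusted p under 0.05), and 0 in both. Non-reference forms were 1 and 0. DESeq2 gave 39, 23, and 14, of which 38 and 21 were non-reference, and 15 between GH females and GH males. No count filter gave 239, 265, and 50, of which 201 and 224 were non-reference, and 4 between GH females and GH males. At least 10 counts in every sample gave 34, 1, and 1, with 21 non-reference in males. In males, only the groups compared gave 39 (30 non-reference), 1 surrogate variable 2 (2), voom 18 (12), and reads of a single miRNA 6 (4). The I17 libraries exchanged gave 0 in males (828 with an unadjusted p under 0.05), and so did the block (209). DESeq2 with the I17 libraries exchanged gave 42, 28, and 13, non-reference 42 and 27, and 18 between GH females and GH males. DESeq2 with shrunken fold changes on reads without a mismatch gave 140, 69, and 20 (non-reference 110 and 55). With counts in at least 5 samples as well, it gave 106, 73, and 17 (77 and 54). With the I17 libraries exchanged, the former gave 81, 134, and 7 (61 and 117) and the latter 92, 149, and 20 (67 and 113). Between GH females and GH males, all of these settings with shrunken fold changes gave 0 (62 to 141 with an unadjusted p under 0.05). The paper's naming of added bases kept the non-reference counts. GC content was not corrected for isomiRs.

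With each rat of the groups compared left out in turn, the number of miRNAs ranged from 7 to 21 in males, from 1 to 63 in females, and from 1 to 13 in both sexes. Leaving out a rat of the other sex, which is part of the same fit, gave 17 to 73 in males (73 without I16F, 25 without I10F) and 1 to 2 in females. It was 0 in every such fit between GH females and GH males and between SI females and SI males, and from 0 to 2 for the interaction, with fewer than the reported 2 in 17 of 20 fits. The number of isomiRs ranged from 1 to 2 in males (1 to 60 when females were left out, with 60 without I16F), 0 to 3 in females (0 whichever male was left out), and 0 to 1 in both sexes. Non-reference forms ranged from 1 to 2 in males (1 to 44 when females were left out, with 44 without I16F). In females they ranged from 0 to 2 (0 whichever male was left out). The number of isomiRs stayed at 0 between GH females and GH males.

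PC1 held 45.2% of the variance, 23.2% with edgeR's log2 CPM, and from 36.8% to 49.8% across the 20 fits that each left out 1 rat. The difference in spread between the sexes was 2.00 (permutation p = 0.048). It was 3.22 with log2 CPM (permutation p = 0.45), 2.40 with the I17 libraries exchanged (permutation p = 0.0080), and from 1.06 to 2.26 across the 20 fits, of which 13 had a permutation p of 0.05 or more. The share of placed DE miRNAs on chromosome 6 in males was 33.3%, and 32.7% with DESeq2's list, where Fisher's exact test gave p = 0.042. The correlation of male and female log2 fold changes was 0.13, Spearman's rho was 0.30, r with at least 10 counts in every sample was 0.55, and r ranged from 0.067 to 0.20 with each rat left out. Of the 8 exact permutation tests of the miRNAs in Fig. 5, 3 had p under 0.05, and from 2 to 5 with each rat left out. The mean log2 normalized count of miR-23b-3p moved by less than its SD, while the SD of 0.157 was 0.102 with DESeq2's regularized log2 and 0.185 with reads of a single miRNA. Of the 18 tests of the Table 1 miRNAs in each sex, not all of which the paper lists, 8 were under 0.05. It was 9 with the I17 libraries exchanged, and 6 to 10 with each rat left out.

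Among single miRNAs, a direction reversed for miR-140-5p in males under the block (0.35) and for miR-204-5p in females under the GC correction (0.060). With each rat left out, miR-204-5p ranged from −0.10 to 2.21 in males and from −1.08 to 0.019 in females, and miR-423-5p in males from −0.31 to 0.049. In the fits that left out 1 rat, 655 other values of single miRNAs and isomiRs kept their direction and their side of the threshold, 97 became weaker, and 25 stronger. DESeq2 made 29 stronger and kept 38. With the I17 libraries exchanged 11 became weaker and 64 were kept, under the block 14 became weaker and 47 were kept, and under the GC correction 20 became stronger, 2 weaker, and 41 were kept.

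The isomiRs had few reads, with a median of mean counts of 22.7 per library. On simulated counts edgeR found 1.00% of 200 isomiRs changed by 1 on the log2 scale among 10290, and depth, group size, and the number of tests were not varied apart.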

Differences from the paper's values

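Of the settings named below, DESeq2 with the 2 I17 libraries exchanged, DESeq2 with shrunken fold changes, and the GC correction were chosen only after the results had been seen. Where a list of alternatives set before the data were examined is given, the others did not close the gap.

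In males, 20 miRNAs had an adjusted p under 0.05, against the paper's 37. DESeq2 (52), at least 10 counts in every library (40), 1 surrogate variable (48), and the fit without the SI female I10F (25) came within 1.5 times of it. So did DESeq2 with the I17 libraries exchanged (50), DESeq2 with shrunken fold changes (51) and with both (48), and the GC correction (45), all chosen after seeing the values. In females, 2 miRNAs passed against the paper's 68. DESeq2 (67) and the fit without the SI female I10F (63) closed the gap, as did DESeq2 with the I17 libraries exchanged (83), with shrunken fold changes (66) and with both (80), and the GC correction (62), chosen after seeing the values.

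In both sexes 1 miRNA passed against the paper's 12. DESeq2 (17), at least 10 counts in every library (11), and the fit without I10F (13) closed the gap, and so did DESeq2 with the I17 libraries exchanged (16), with shrunken fold changes (17) and with both (15), and the GC correction (12), chosen after seeing the values. Of these, 1 was lower in SI against the paper's 10. The same 3 alternatives closed this gap (12, 10, and 12), and so did DESeq2 with the I17 libraries exchanged (10), with shrunken fold changes (12) and with both (10), chosen after seeing the values.

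In males only, 7 were higher in SI against the paper's 16. DESeq2 (17), at least 10 counts in every library (16), 1 surrogate variable (24), and the fit without the SI female I16F (23) closed the gap, and so did DESeq2 with the I17 libraries exchanged (18), with shrunken fold changes (17) and with both (18), and the GC correction (16), chosen after seeing the values. In females only, 0 were higher against the paper's 29, and 1 was lower against the paper's 27 (104 miRNAs had an unadjusted p under 0.05 in females). DESeq2 gave 27 and 23 and the fit without I10F gave 30 and 20. Chosen after seeing the values, DESeq2 with the I17 libraries exchanged gave 32 and 35, with shrunken fold changes 26 and 23, with both 33 and 32, and the GC correction 42 higher.

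For isomiRs, 1 passed in males only against the paper's 15, and voom with sample quality weights (18) closed the gap. In females only, 0 passed (949 with an unadjusted p under 0.05) against the paper's 120. None of the alternatives set before the data were examined closed this gap, whereas DESeq2 with shrunken fold changes on reads without a mismatch and with the I17 libraries exchanged (127), and the same with counts in at least 5 libraries (129), did, both chosen after seeing the values. In both sexes 0 passed against the paper's 5, and only the former setting (7), chosen after seeing the values, came within 1.5 times. Here any difference from the reference, trimmed ends included, made an isomiR non-reference. The paper's 7 and 60 leave out forms with trimmed ends that it marks as reference. Counted as here, the paper's lists hold 10 in males and 92 in females. Non-reference isomiRs were 1 in males, and voom with sample quality weights came within 1.5 times of the 10. No setting run here came within 1.5 times of the 7. In females they were 0, and no alternative set before the data were examined closed the gap to the 60 or to the 92. DESeq2 with shrunken fold changes on reads without a mismatch (55), and the same with counts in at least 5 libraries (54), closed the gap to the 60 only. With the I17 libraries exchanged, the same settings closed the gap to the 92 only. All of these were chosen after seeing the values.

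On chromosome 6, 1 precursor of the miRNAs past the threshold in females was placed, against the paper's 11. DESeq2 (14) and at least 10 counts in every library (8) closed the gap, and so did DESeq2 with shrunken fold changes (14) and the GC correction (15), chosen after seeing the values.

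The SD of the log2 normalized count of miR-23b-3p over the 20 libraries was 0.157 against the paper's 0.098, and DESeq2's regularized log2 gave 0.102. The log2 fold change of miR-181c-5p in males was −1.77 against the paper's −1.30. The difference fell within the larger of the paper's standard error and that of the fit without G16M (−1.65), G19M (−1.72), I17M (−1.54), or the GH female G17F (−1.74), with the I17 libraries exchanged (−1.63), with voom (−1.52), and with the block (−1.52). It also did so with DESeq2 and the I17 libraries exchanged (−1.65), with shrunken fold changes (−1.43) and with both (−1.30), and with the GC correction (−1.63), chosen after seeing the values. For miR-135b-5p in males it was −1.56 against the paper's −1.13. By the same limit the gap closed without G16M (−1.43), G20M (−1.48), I17M (−1.38), or I20M (−1.48), with the I17 libraries exchanged (−1.34), with 1 surrogate variable (−1.37), voom (−1.39), and the block (−1.43). DESeq2 with the I17 libraries exchanged (−1.37), with shrunken fold changes (−1.34) and with both (−1.13), and the GC correction (−1.36), chosen after seeing the values, closed it too.

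PC1 held 45.2% of the variance against about 47% in the paper's figure of the PCA, read by eye, which is within the limits used here. The paper places most DE precursors on chromosome 6, 9 in males and 11 in females. Here 6 of the 18 placed miRNAs past the threshold in males and 1 of 2 in females lie there. Not every other chromosome was counted, so these values cannot say whether chromosome 6 held the most. The paper gives miR-3084a/b/d as differentially expressed between GH females and GH males, whereas its adjusted p was 0.29 with edgeR. With DESeq2 it was 0.013, which gives the paper's result. In Supplementary Figure 3 the letters drawn for added nucleotides differ from those of the sequences counted here, such as TCGGCTCTGGGTCTGTGGGGA.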

Other observations

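The restriction to splits that part same-numbered rats, the number of isomiR splits, the comparison of the I17 libraries with the paper's tables, the tests of direction in the other sex, the DESeq2 splits between the sexes, and the further draws and the GC regression for miRNAs counted in every library were chosen only after results had been seen. The remaining tests were written down when the reported counts were known, but before any other split or any relation had been computed.

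Other splits of the same rats show how many miRNAs arise without a difference between groups. Some animal numbers occur in both groups, so the real split was compared with every split that parts as many same-numbered rats, each counted once with the real one included. In males, 1 of 40 such splits gave as many miRNAs as the real one (20 with edgeR, none in the other 39), and 1 of 40 with DESeq2 (52, against at most 9). In females, 4 of 24 splits gave at least the 2 miRNAs of the real split with edgeR, up to 44 in the split of G12F, G13F, G16F, G17F, and I10F from the others, and 4 of 24 gave at least the 67 of DESeq2, up to 109. Over 100 splits drawn without regard to the numbers, as many were found in 1 (edgeR) and 1 (DESeq2) for males and in 3 and 2 for females. The counts in males were thus rare under both kinds of split. For females the 2 comparisons differ, with a share of 0.17 of the splits that part as many numbers and of 0.03 and 0.02 over all draws. With 3 pairs of same-numbered females (mean r of their deviations −0.098), the data cannot say whether the numbers pair the rats, and whether the counts in females exceed chance is left open. In the splits of females that gave most miRNAs, I10F stood with 4 GH females. Without I10F, 63 miRNAs passed in females. A single SI rat that resembles GH rats may therefore account for the low count with edgeR, which is a hypothesis formed on these data.

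Between GH females and GH males, 24 of 70 splits gave as many miRNAs with an unadjusted p under 0.05 as the real 12, and 26 of 100 without regard to the numbers. Between SI females and SI males, 11 of 70 and 25 of 100 gave as many as the real 50. By this measure the sexes did not differ more than other groups of these rats. With DESeq2, 1 of 70 splits of the GH rats gave as many past the threshold as the real 5 names, of which 3 are the single measurement miR-3084a/b/d, and 1 of 100 without regard to the numbers. For SI rats, 16 of 70 and 30 of 100 gave as many as the real 5. With DESeq2, but not with edgeR, the count between GH females and GH males was thus rare among the splits. Housing labels drawn within each sex gave an overlap as large as the real 1 miRNA in 1 of 100 draws under both kinds of split.

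For isomiRs, 2 of 40 splits of the males gave as many as the real 1, and 6 of 100 without regard to the numbers. In females, 5 of 24 gave as many isomiRs with an unadjusted p under 0.05 as the real 949, and 3 of 100 without regard to the numbers. Between GH females and GH males it was 38 of 70 and 48 of 100. The draws without regard to the numbers were first made with 40 and then 60 splits, in which as many were found in 2 and 4 for males, 4 and 5 for females, and 17 and 26 between GH females and GH males. For females, the 3 draws together held 108 distinct splits, of which 5 gave as many. For isomiRs in females the 2 comparisons again differ, and the question is left open there as well.

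Male and female log2 fold changes had an r of 0.13 over 500 miRNAs, which are not independent. With housing labels drawn within each sex, 15 of 100 draws that part as many same-numbered rats gave an r as high, and 13 of 100 without regard to the numbers. For Spearman's rho of 0.30 it was 5 and 3 of 100, and for r of 0.55 among the 307 miRNAs with at least 10 counts in every library 1 and 3 of 100. GC content of the miRNAs, a candidate explanation for fold changes that vary together, had an r of 0.087 with the fold changes of males and 0.22 with those of females, and r between the sexes was 0.12 after regression on GC content. Among the 307 miRNAs r was 0.56 after it. Of the 56 miRNAs that the paper lists for females only, 51 had the same direction in males on the log2 normalized means. As many had it in 28 of the 252 assignments of the housing labels to the 10 males (exact permutation p = 0.11, one-sided), and in 13 with the 2 I17 libraries exchanged (exact permutation p = 0.052). Of the 25 listed for males only, 20 had the same direction in females, as in 43 of the 252 assignments (exact permutation p = 0.17, one-sided) and in 40 with the libraries exchanged (exact permutation p = 0.16). A response shared by both sexes beyond the paper's common list is a hypothesis. The tests of direction cannot decide it, since the real labels alone took the miRNAs of the common list out of each list. Over all 500 miRNAs r did not separate it from chance, whereas r among the miRNAs counted in every library was rare under both kinds of draw.

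PC1 separates most SI rats from GH rats, and technical measures were set against it over the 20 libraries in 4 relations, each with permutation p-values and Benjamini-Hochberg adjustment over the 4. The number of distinct sequences at equal depth had Pearson's r = −0.69 (permutation p = 0.00067, adjusted 0.0013; Spearman's rho = −0.65, permutation p = 0.0027), −0.64 without the 2 farthest libraries, and −0.54 after centring each group. The percent of reads in the 10 most counted miRNAs had r = 0.87 (permutation p = 1e-05, the smallest that the permutations can give, adjusted 4e-05; rho = 0.83, permutation p = 2e-05), 0.73 without the 2 farthest and 0.77 after centring. It is computed from the same counts as PC1. Log2 miRNA reads had r = 0.37 (permutation p = 0.10; rho = 0.34, permutation p = 0.14), 0.27 without the 2 farthest and 0.064 after centring. The mean GC percent of the reads had r = 0.41 (permutation p = 0.070, adjusted 0.093; rho = 0.26, permutation p = 0.27), 0.35 without the 2 farthest and 0.61 after centring. Across the 500 miRNAs, PC1 loadings had an r of 0.41 with GC content (permutation p = 1e-05, the smallest that the permutations can give; miRNAs are not independent). Library complexity, composition, and GC content may therefore contribute to PC1, within the groups as well, and PC1 cannot be read as a housing effect alone. Library size was not related to it beyond the permutations. The labels name no batch, cage, or litter, so none of these could be tested.

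The number of distinct sequences at 3428930 reads was 18012 ± 1777 (SD, n = 5) in GH females and 13931 ± 1859 (SD, n = 5) in SI females (exact permutation test, two-sided, p = 0.0079), and 16180 ± 3644 (SD, n = 5) in GH males and 14818 ± 1710 (SD, n = 5) in SI males (exact permutation test, two-sided, p = 0.48). In females, housing and library complexity therefore cannot be told apart.

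miR-486 had a log2 fold change of 0.99 in SI females (standard error 0.27, adjusted p = 0.084 from edgeR) and 0.85 in SI males (standard error 0.27, adjusted p = 0.071). RNA from blood is a candidate explanation for a higher miR-486. It did not vary with the mean of 3 other blood miRNAs (Pearson's r = −0.37, permutation p = 0.11, adjusted 0.16 over 3 relations; Spearman's rho = −0.29, permutation p = 0.22; r = −0.25 without the 2 farthest libraries). The median count of these markers was 11 reads, which is too few to exclude blood.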
